# Cyclin K interacts with β-catenin to induce Cyclin D1 expression and facilitates tumorigenesis and radioresistance in lung cancer

**DOI:** 10.7150/thno.42578

**Published:** 2020-09-11

**Authors:** Guojun Yao, Jing Tang, Xijie Yang, Ye Zhao, Rui Zhou, Rui Meng, Sheng Zhang, Xiaorong Dong, Tao Zhang, Kunyu Yang, Gang Wu, Shuangbing Xu

**Keywords:** Cyclin K, β-catenin, Cyclin D1, radioresistance, lung cancer

## Abstract

**Rationale:** Radioresistance remains the major cause of local relapse and distant metastasis in lung cancer. However, the underlying molecular mechanisms remain poorly defined. This study aimed to investigate the role and regulatory mechanism of Cyclin K in lung cancer radioresistance.

**Methods:** Expression levels of Cyclin K were measured by immunohistochemistry in human lung cancer tissues and adjacent normal lung tissues. Cell growth and proliferation, neutral comet and foci formation assays, G2/M checkpoint and a xenograft mouse model were used for functional analyses. Gene expression was examined by RNA sequencing and quantitative real-time PCR. Protein-protein interaction was assessed by immunoprecipitation and GST pull-down assays.

**Results:** We report that Cyclin K is frequently overexpressed and correlates with poor prognosis in lung cancer patients. Functionally, we demonstrate that Cyclin K depletion results in reduced proliferation, defective G2/M checkpoint and enhanced radiosensitivity in lung cancer. Mechanistically, we reveal that Cyclin K interacts with and promotes the stabilization of β-catenin protein, thereby upregulating the expression of Cyclin D1. More importantly, we show that Cyclin D1 is the major effector that mediates the biological functions of Cyclin K in lung cancer.

**Conclusions:** These findings suggest that Cyclin K positively modulates the β-catenin/Cyclin D1 axis to promote tumorigenesis and radioresistance in lung cancer, indicating that Cyclin K may represent a novel attractive biomarker for lung cancer radiotherapy.

## Introduction

Lung cancer remains the predominant cause of cancer morbidity and death worldwide 1. Non-small cell lung cancer (NSCLC), which consists of adenocarcinoma, squamous cell carcinoma and large cell carcinoma, comprises approximately 85% of total cases 2. Currently, radiotherapy is required for treatment benefit in more than half of lung cancer patients. Despite advances in radiotherapy devices and techniques, the therapeutic effects remain less than satisfactory. The intrinsic radioresistance of lung cancer cells limits the clinical efficacy of radiotherapy, leading to tumor recurrence and distant metastasis 3. Accordingly, it is extremely important to identify novel biomarkers and to elucidate the molecular mechanisms of radioresistance in lung cancer.

The cell cycle controls the life span of normal cells, and dysregulation of the cell cycle may result in unlimited cell proliferation, which has the potential for cancerization 4, 5. Control of the cell cycle is generally maintained by three different kinds of proteins, termed CDKs (Cyclin-dependent kinases), cyclins and CKIs (CDK inhibitors) 6. Normally, cyclins bind to CDKs and regulate kinase activity in a timely manner. Among them, cyclin K, which is most similar to cyclins C and H, is considered a new member of the transcriptional cyclin family 7. Initially, Cyclin K was proposed to play dual roles in controlling CDK and RNA polymerase II (RNAP II) activity 7. It is becoming increasingly apparent that Cyclin K forms functional complexes with CDK9, CDK12 and CDK13, implicating this protein in the regulation of gene transcription and DNA damage response, as well as in the maintenance of embryonic stem cell pluripotency and genomic stability 8-12. For instance, Cyclin K has been reported to associate with CDK9 to activate transcription via RNA 8. In addition, it was reported that the Cyclin K/Cdk12 complex maintains genomic integrity and represents a master regulator of DNA damage response genes in various types of cancer 12-14. These results strongly suggest that Cyclin K is closely correlated with tumor cell radiosensitivity. However, the role and regulatory mechanism of Cyclin K in lung cancer radioresistance have not been characterized.

Wnt/β‑catenin signaling is well known to be involved in the control of cell cycle progression, cell proliferation and differentiation, migration and invasion, genetic stability and stem cell survival, and is associated with various diseases, including cancer, metabolic disease and neurodegenerative disorders 15, 16. In this signaling pathway, β‑catenin functions as a transcriptional co-activator of Wnt target genes, such as c-Myc, Axin-2 and cyclin D1 17. Interestingly, a growing body of evidence demonstrates that deregulation of Wnt/β‑catenin signaling is associated with tumor radioresistance in several types of human cancers, including breast cancer, head and neck cancer, prostate cancer, glioblastoma and colorectal cancer 18-22. For example, ALDH1A1 is induced by Wnt signaling and results in radioresistance in prostate cancer progenitor cells 21. Furthermore, it has been proposed that Wnt/β‑catenin signaling transactivates and enhances expression of LIG4, a key enzyme for non-homologous end joining (NHEJ), leading to radioresistance in colorectal cancer cells 22. These data suggest that activation of Wnt/β‑catenin signaling may facilitate DNA damage repair capacity, highlighting the essential role of Wnt/β‑catenin signaling in cancer radioresistance.

In our research, we show that Cyclin K is overexpressed and promotes tumorigenesis and radioresistance in lung cancer both *in vitro* and *in vivo*. We further reveal that Cyclin K associates with β‑catenin and induces the expression of Cyclin D1, which is a critical downstream Wnt target gene. More importantly, Cyclin K exerts its biological functions in a β‑catenin/Cyclin D1-dependent manner.

## Materials and Methods

### Cell culture

Human lung cancer cell lines A549 and H460, as well as HEK293T cells, were purchased from American Type Culture Collection and maintained in Dulbecco's modified Eagle medium (DMEM) containing 10% fetal bovine serum. All cell lines were tested for mycoplasma contamination and authenticated using short tandem repeat (STR) profiling.

### Constructs

Flag-Cyclin K, Flag-Cyclin D1 and Flag-β-catenin plasmids were purchased from Vigene biosciences. The Flag-Cyclin K plasmid was subcloned into the pDONR201 entry vector and transferred to the destination vector using the indicated SFB tag with Gateway Technology (Invitrogen). The Cyclin K siRNA resistant plasmid (SFB-Cyclin K-R) was generated by introducing seven nucleotide substitutions and was verified by DNA sequencing.

### RNA interference

A549 and H460 cells were transfected with 50 nM siRNAs using Lipofectamine RNAiMAX reagent (Invitrogen) for 48 h. 

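Cyclin K is encoded by CCNK (ENSG00000090061), which lies on the plus strand of chromosome 14 of GRCh38 from 99481169 to 99535044. The target sequences of both Cyclin K siRNAs were matched to the transcripts of GENCODE 29, and each matched CCNK and no other gene without a mismatch. In the protein-coding transcript CCNK-201, which has 3524 nucleotides in 11 exons and a coding region from nucleotide 124 to 1866, siCyclin K#1 matched nucleotides 628 to 648. This match lies in the coding region and crosses the junction of exons 5 and 6, so that its first base is at 99500859 and its last at 99501363 of chromosome 14, on either side of an intron. With 20 nucleotides on each side, the transcript reads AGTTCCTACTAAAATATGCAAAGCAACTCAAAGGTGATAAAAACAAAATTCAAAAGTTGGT at this site. siCyclin K#2 matched nucleotides 576 to 594, which lie in the coding region within exon 5, from 99500807 to 99500825. With 20 nucleotides on each side, the transcript there reads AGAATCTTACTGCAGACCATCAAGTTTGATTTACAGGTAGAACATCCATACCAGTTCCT. The sites are 33 nucleotides apart in the mRNA and do not overlap. The scrambled siRNA matched no GENCODE 29 transcript without a mismatch.

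**Figure D1:**
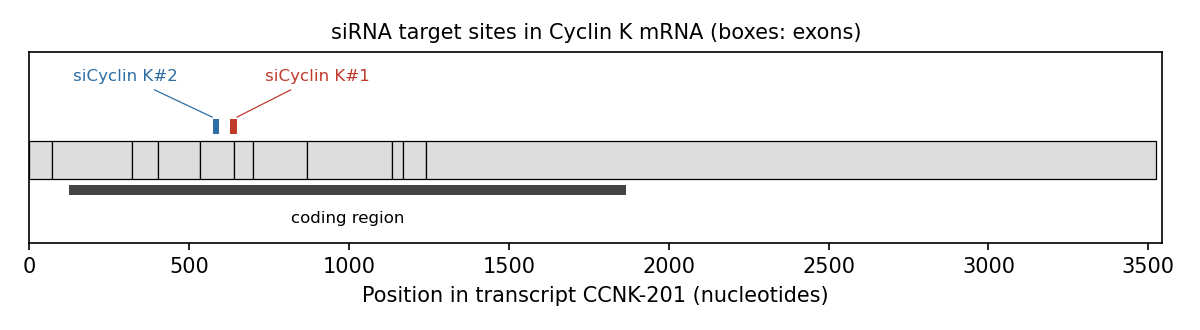
Target sites of siCyclin K#1 (red) and siCyclin K#2 (blue) along transcript CCNK-201, with position in nucleotides on the horizontal axis, exons as boxes and the coding region as a dark bar. The siCyclin K#2 site ends at nucleotide 594 and the siCyclin K#1 site starts at nucleotide 628.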

The sequences of oligonucleotides targeting Cyclin K are as follows: siCyclin K#1, 5′-AAGCAACUCAAAGGUGAUAAA-3′, which has been described previously 9; siCyclin K#2, 5′-CAAGUUUGAUUUACAGGUA-3′; siCyclin D1, 5′-ACACCAAUCUCCUCAACGAUU-3′; Scramble siRNA, 5′-UUCUCCGAACGUGUCACGU-3′.

### Establishment of Cyclin K stable knockdown cells

This assay was performed as previously described 23, 24. Briefly, HEK293T cells were transfected with a combination of Cyclin K shRNA, pSPAX2 and pMD2G plasmids. The supernatants were filtered 48 h after transfection and equally mixed with RPMI-1640 media to infect H460 cells. Next, 10 μg/mL polybrene was added to improve infection efficiency. Stable cell lines were selected with media containing 2 μg/ml puromycin and confirmed by Western blotting. shRNA sequences are as follows: shCyclin K#1, 5′-AAGCAACTCAAAGGTGATAAA-3′; shCyclin K #2, 5′-CAAAGCAACTCAAAGGTGA-3′; Control shRNA, 5′-TTCTCCGAACGTGTCACGT-3′.

### Western blotting and immunoprecipitation

A549 and H460 cells were lysed in NETN (20 mM Tris-HCl [pH 8.0], 1 mM EDTA, 100 mM NaCl, and 0.5% Nonidet P-40) for 30 min at 4℃ followed by centrifugation (14,000 rpm for 20 min). Supernatants were denatured in 5 × SDS buffer at 95℃ for 5 min followed by SDS-PAGE, then transferred to polyvinylidene difluoride membranes (Bio-Rad). Membranes were subsequently incubated with the relevant primary antibody, followed by an appropriate secondary antibody. Protein expression was detected by immunoblotting using the following antibodies: anti-Cyclin K (A301-939A, Bethyl Laboratories), anti-β-catenin (#8480, Cell Signaling Technology), anti-Cyclin D1 (#55506, Cell Signaling Technology), anti-GAPDH (sc-365062, Santa Cruz Biotechnology), anti-Flag (F1804, Sigma-Aldrich) and anti-GST (#2624, Cell Signaling Technology).

For exogenous immunoprecipitation, cells were transfected with the SFB-Cyclin K plasmid using Lipofectamine 2000 reagent (Invitrogen) for 24 h, then lysed and incubated with S beads (69704, Millipore) overnight. For endogenous immunoprecipitation, cell lysates were first incubated with anti-Cyclin K antibody followed by protein A/G agarose (sc-2003, Santa Cruz Biotechnology) overnight. Precipitates were washed four times with NETN buffer and analyzed by Western blotting.

### GST pull-down assay

The GST-Cyclin K fusion protein was immobilized on GST beads (GE Healthcare) and incubated with lysates prepared from HEK293T cells that were transiently transfected with the Flag-β-catenin plasmid overnight at 4°C. Samples were centrifuged and washed four times and then detected by Western blotting.

### RNA transcriptome sequencing (RNA-seq) assay

Total RNA from experimental cells was extracted using TRIzol Reagent (Invitrogen). All samples were sequenced by Beijing CapitalBio Technology Inc. Briefly; sequencing was performed using an Illumina Hiseq Xten System PE150. Differentially expressed genes were identified using the StringTie (1.3.3b) software. Gene and transcript FPKM (Fragments per Kilobase Million) were then calculated, and genes were selected that exhibited a fold change > 3 and p value < 0.01. The RNA-seq data have been deposited in the Gene Expression Omnibus database under accession number GSE143147 (https://www.ncbi.nlm.nih.gov/geo).

### Quantitative real-time PCR

Total RNA was extracted using TRIzol Reagent (Invitrogen) based on the manufacturer's instructions. First-strand cDNA was synthesized using qPCR RT Master Mix (Toyobo). Expression of specific mRNAs was determined using SYBR Green real-time PCR kit (Toyobo) with GADPH as a loading control. The ΔCt method was used to measure relative gene expression levels. Primer sequences are listed in Table S1.

### Cell growth and proliferation assays

For the cell growth assay, after transfection, cells were plated in 6-well plates at 1 × 10^4^ cells per well. After 1, 3, 5, and 7 days, cells were collected and counted under a microscope. For cell proliferation analysis, fourteen days after seeding, cells were fixed in 10% formalin and stained with crystal violet for 30 min, and the surviving colonies (a colony containing more than 50 cells) were counted.

### CFSE proliferation assay

A549 and H460 cells were incubated in RPMI-1640 containing 10 μM/mL CFSE solution on ice for 10 min, and further steps were performed following the manufacturer's procedures (CellTrace™ CFSE Cell Proliferation Kit, Thermo Fisher).

### G2/M checkpoint assay

This assay was performed as previously described 25. A549 and H460 cells were first treated with 6 Gy irradiation followed by incubation with 100 ng/mL nocodazole for 20 h and subsequent collection. After fixation, cells were permeabilized in 0.5% Triton X-100 in PBS and then incubated with phospho-histone H3 (#3465, Cell Signaling Technology) for 2 h, followed by incubation with secondary antibody. Cells were stained with propidium iodide, and cellular fluorescence was determined by flow cytometry.

### Clonogenic cell survival assay

A549 and H460 cells were transfected with indicated siRNAs for 48 h and then plated in triplicate in six-well plates at various cell densities. Cells were exposed to irradiation with doses ranging from 2 to 8 Gy using an X-ray irradiator (Varian, USA) at a dose rate of 6 Gy/min. After fourteen days, surviving colonies (a colony containing more than 50 cells) were counted under the microscope.

### Neutral comet assay

The neutral comet assay was performed according to the manufacturer's instructions. Briefly, A549 and H460 cells transfected with the indicated siRNAs for 48 h were exposed to irradiation at 6 Gy. Four hours later, cells were digested in trypsin, washed, and then plated to CometSlide^TM^ (Trevigen) with a comet LMAgarose mix. Cells were stained by SYBR Gold Staining Solution and imaged using a fluorescence microscope.

### Immunofluorescence staining

A549 and H460 cells transfected with the indicated siRNAs were cultured on coverslips and then exposed to irradiation. Four hours after irradiation, cells were fixed in 4% paraformaldehyde, permeabilized, and incubated with anti-γ-H2AX (ab26350, Abcam) or anti-Rad51 (ab133534, Abcam) overnight, followed by Alexa Fluor-conjugated fluorescent secondary antibodies and DAPI staining. Images were visualized and captured by confocal microscopy.

### *In vivo* xenograft mouse model

The Medical Ethics Committee of Tongji Medical College, Huazhong University of Science and Technology approved all animal experiments. Nude mice (BALB/c, 4-5 weeks old) were purchased from Beijing Vital River Laboratory Animal Technology (Beijing, China). For tumorigenesis, nude mice were randomly divided into three groups (Shcontrol, ShCyclin K#1 and ShCyclin K#2) and then subcutaneously injected in the right posterior limb with 5 × 10^6^ H460 cells (five mice per group). For the radioresistance assay, mice were randomly classified into four groups (Shcontrol, Shcontrol+IR, ShCyclin K#1+IR, and ShCyclin K#2+IR), and tumor xenografts were subjected to 10 Gy local irradiation using an X-ray irradiator (Varian, USA) at a dose rate of 6 Gy/min when tumors reached a calculated average volume of 100 mm^3^, which was previously described 26. Tumor sizes were measured every three days using calipers. Tumor volumes were calculated using the following formula: V= (Length × Width^2^)/2 and tumor weights were measured and recorded.

### Tissue microarray and immunohistochemical (IHC) staining

A lung cancer tissue microarray was obtained from Shanghai Outdo Biotech (Shanghai, China) containing 89 lung cancer tissues and paired para-carcinoma tissues. IHC analysis was performed as previously described 26-28. Briefly, tissue samples were fixed in 10% formalin and processed for paraffin embedding. After deparaffinization, rehydration, antigen retrieval, and blocking endogenous peroxidase activity, sections were incubated with anti-Cyclin K (A301-939A, Bethyl Laboratories) and anti-Ki67 (ab15580, Abcam) antibodies overnight at 4°C. Sections were incubated with secondary antibodies for 1 h and counterstained with hematoxylin for 30 s before dehydration and mounting. Images were taken by a microscope scanner. Both staining intensity and positive percentage were utilized to detect the expression of Cyclin K in lung cancer tissue.

### Statistical analyses

All data are presented as the mean values ± SD unless otherwise specified from at least three independent experiments. Differences between two separate groups were evaluated by two-tailed Student's *t*-test. χ^2^ test was utilized to evaluate the correlation between Cyclin K expression and clinicopathological variables. Overall survival curves were generated using the Kaplan-Meier method. *P*-values < 0.05 were considered statistically significant.

## Results

### Cyclin K is frequently overexpressed and predicts poor prognosis in lung cancer

To investigate Cyclin K expression in lung cancer, we first analyzed Cyclin K mRNA levels in lung adenocarcinoma and adjacent normal lung tissue using TCGA and the Oncomine database. Cyclin K expression was upregulated in lung cancer tissues compared to normal lung tissues (Figure 1A-B). To further examine whether Cyclin K expression was indeed increased, we measured Cyclin K protein levels in lung adenocarcinoma tissue arrays. As shown in Figure 1C-D, Cyclin K was overexpressed in lung cancer tissues compared to adjacent normal tissues. Moreover, higher expression of Cyclin K was significantly associated with poor overall survival (*p* < 0.05) (Figure 1E). There was also a significant correlation between Cyclin K expression and tumor stage in clinicopathological parameters (*p* < 0.05) (Table S2). These results suggest that Cyclin K may act as a tumor promoter and that its upregulation may contribute to the development and progression of lung cancer.

### Cyclin K silencing suppresses tumorigenesis in lung cancer both *in vitro* and *in vivo*

Due to the overexpression of Cyclin K in lung cancer, we speculated that Cyclin K might function as an oncoprotein. To test this hypothesis, we first knocked down the expression of Cyclin K in two different lung cancer cell lines using siRNAs (Figure 2A) and found that depletion of Cyclin K impaired tumor cell growth and colony formation ability (Figure 2B-C). In keeping with this notion, the CFSE proliferation assay provided additional compelling evidence that Cyclin K silencing inhibited cell proliferation (Figure 2D). To further investigate whether Cyclin K knockdown suppresses tumorigenesis *in vivo*, a nude mouse xenograft experiment was performed. As shown in Figure 2E-I, both tumor size and weight from mice injected with Cyclin K stable knockdown lung cancer cells were substantially decreased compared to those injected with control cells. Taken together, these data support the oncogenic role of Cyclin K and indicate that Cyclin K silencing suppresses tumorigenesis in lung cancer both *in vitro* and *in vivo*.

### Cyclin K participates in G2/M checkpoint control and DNA damage response

Previous studies have indicated that the Cyclin K/Cdk12 complex may be involved in the regulation of the DNA damage response (DDR) 10-12. However, there is no direct evidence showing the role of Cyclin K in this process. As shown in Figure S1, depletion of Cyclin K has no significant effect on cell cycle distribution under non-irradiation conditions. However, IR-induced G2/M arrest was significantly abolished in Cyclin K depleted cells (Figure 3A). To discriminate between cells in G2 and M phase, phospho-Ser10-histone H3 (pH3), an identified biomarker for M phase, was measured by flow cytometry. As shown in Figure 3B, the percentage of cells marked with pH3 was increased in response to Cyclin K knockdown. These results suggest that Cyclin K depletion abolishes the G2/M checkpoint after DNA damage. In agreement with the above results, the comet assay clearly showed that cells transfected with Cyclin K siRNAs had greater olive tail moment than control cells upon DNA damage (Figure 3C), indicating that more DNA damage occurred in Cyclin K deficient cells. It is well established that the formation of γ-H2AX foci represents another readout of the DNA damage response. In line with the results from the G2/M checkpoint and comet assay, DNA damage-induced γ-H2AX foci formation was increased when Cyclin K was knocked down (Figure 3D). Therefore, these data provide direct evidence that Cyclin K plays a critical role in the DNA damage response.

### Knockdown of Cyclin K impairs radioresistance in lung cancer *in vitro* and *in vivo*

To further explore whether Cyclin K directly controls cancer cell radiosensitivity, we performed clonogenic survival assays to ascertain cell survival after irradiation. As expected, loss of Cyclin K enhanced cellular sensitivity to radiation (Figure 4A). These findings indicate that Cyclin K depletion impairs radioresistance *in vitro*. Next, we examined the effect of Cyclin K knockdown on xenografts in nude mice treated with irradiation. As shown in Figure 4B-D, tumor size in the groups exposed to irradiation was significantly smaller than in control groups, suggesting that irradiation was effective. More strikingly, we found that both tumor size and weight in shCyclin K groups exposed to irradiation were smaller compared to shControl groups with irradiation (Figure 4B-E). Consistent with this notion, protein levels of Ki-67 in shCyclin K groups exposed to irradiation were significantly decreased (Figure 4C). These results indicate that Cyclin K silencing accelerates cellular DNA damage and contributes to enhanced radiosensitivity in lung cancer *in vitro* and *in vivo*.

### Cyclin K interacts with and enhances the stabilization of β-catenin protein to upregulate Cyclin D1 in lung cancer cells

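A549, a human lung cancer cell line, was transfected with 50 nM scrambled siRNA, siCyclin K#1 or siCyclin K#2 for 48 h, and total RNA was sequenced from 3 libraries of each group, 9 in all. The methods give DMEM as the culture medium of these cells, while the sample labels give RPMI-1640. The authors deposited the FPKM of 56252 features for each library, made with StringTie, a program that assembles aligned reads into transcripts and estimates their abundance. FPKM is the number of fragments scaled to the length of the gene and to the depth of the library. Of these features, 25125 were StringTie loci without a reference gene, and 1344 joined more than 1 reference gene, whose values cannot be told apart. The low values were whole multiples of what 1 read was worth for a gene of that length, which gave the depth of each library. This estimate was 33767961, 31847926 and 32437400 reads in the scrambled libraries, 32368126, 31333749 and 32956417 with siCyclin K#1, and 32145727, 33211928 and 31862455 with siCyclin K#2. The files do not show whether such a step is a fragment or a single read of a pair. The rows of one reference gene were summed, and 21048 genes with an FPKM of at least 0.1 in at least 3 libraries were tested with limma on log2(FPKM + 0.1), so that a fold change is on that scale and understates the change of genes with low values. CCNK, the target of both siRNAs, had an FPKM of 7.02 ± 0.107 (SD, n = 3) with scrambled siRNA, 0.809 ± 0.0857 (SD, n = 3) with siCyclin K#1 and 0.844 ± 0.0661 (SD, n = 3) with siCyclin K#2. The mRNA left was 11.5% and 12.0% of the scrambled mean. Its log2 fold change over both siRNAs was -2.94 (standard error 0.10, adjusted p = 1.7e-07 from limma with Benjamini-Hochberg adjustment). All 6 siCyclin K libraries were below all 3 scrambled libraries (exact two-sided permutation test, p = 0.0119, the smallest p that 6 libraries against 3 allow). With 3 libraries against 3, no exact test can go below p = 0.1.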

To elucidate the underlying mechanisms by which Cyclin K functions in lung cancer, we performed RNA sequencing (RNA-Seq) in A549 cells transfected with scrambled or Cyclin K siRNA. 

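The 3 scrambled libraries were compared with the 6 siCyclin K libraries together. Genes were called at a fold change over 3 and an unadjusted p under 0.01, the thresholds stated in the methods. The paper's sentence on its own count gives a change of at least 2-fold instead. Of the 21048 genes tested, 483 were called. Among these, 281 were protein-coding genes and 16 were features that join more than 1 reference gene. The rest were mostly noncoding RNAs and pseudogenes, among them 8 of the 11 rRNA genes tested. All 483 also had a Benjamini-Hochberg adjusted p under 0.05 from limma. The alternatives moved this count to between 82 genes, with a pseudocount of 1, and 1711 genes, at a fold change over 2 and the same p. Taken singly, siCyclin K#1 changed 983 genes and siCyclin K#2 changed 409 genes against scrambled siRNA, of which 225 were called in the same direction with both and 0 in opposite directions. Both comparisons use the same scrambled libraries, so that their overlap is not independent. When siCyclin K#1 was tested against siCyclin K#2 directly, 322 genes were called. The replicate numbers 1, 2 and 3 are shared by the groups, but same-numbered libraries did not deviate together across 11243 genes (mean correlation of their deviations -0.0058, from -0.071 to 0.038 across the pairs). With the replicate number as a block, 459 genes were called, 454 of them among the 483.

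**Figure D2:**
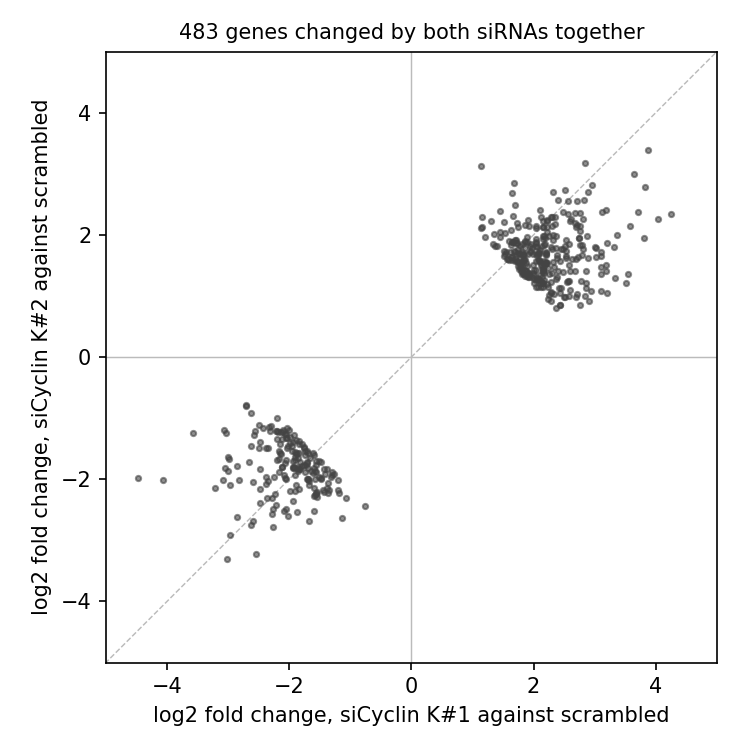
Log2 fold change of the 483 called genes with siCyclin K#1 (horizontal axis) and with siCyclin K#2 (vertical axis), each against scrambled siRNA on the log2(FPKM + 0.1) scale. Each point is a gene, chosen on both siRNAs together, and the dashed line marks equal change.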

As shown in Figure 5A, RNA-seq analysis identified 967 differentially expressed genes with at least two-fold change. 

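Among the genes called with both siRNAs together, 301 had a higher and 182 a lower value in Cyclin K depleted A549 cells, so that 62.3% were higher. Under quantile normalization between libraries, the split was 249 higher and 227 lower, or 52.3% higher. With testing limited to genes with a mean FPKM of at least 1, 183 were higher and 62 lower. With StringTie loci without a reference gene included, a step chosen after the values were seen, 597 were higher and 805 lower. With siCyclin K#1 by itself 671 genes were higher and 312 lower, and with siCyclin K#2 by itself 228 were higher and 181 lower. On the log2(FPKM + 0.1) scale over both siRNAs, the largest rise among called genes with a mean FPKM of at least 1 and no overlap between the groups was in TRIML2, from 0.873 ± 0.0763 (SD, n = 3) FPKM with scrambled siRNA to 14.2 ± 0.784 (SD, n = 3) with siCyclin K#1 and 10.1 ± 0.227 (SD, n = 3) with siCyclin K#2. Its log2 fold change was 3.64 (standard error 0.15, adjusted p = 6.0e-07 from limma). TPM4, PPL, MMP24 and ZNF469 followed, with log2 fold changes from 3.32 to 3.15. Of the genes that fell, IL11 had the lowest log2 fold change over both siRNAs, from 53.1 ± 2.13 (SD, n = 3) FPKM to 3.08 ± 0.356 (SD, n = 3) with siCyclin K#1 and 13.1 ± 1.40 (SD, n = 3) with siCyclin K#2, a log2 fold change of -3.04 (standard error 0.58, adjusted p = 0.0033 from limma). CCNK itself was next, followed by NT5E, PDCD1LG2 and IGFN1 with log2 fold changes of -2.55, -2.43 and -2.41. This order does not hold with each siRNA: MMP24 and ZNF469 rose more than TRIML2 with siCyclin K#1 (4.25 and 4.03 against 3.88), and CCNK and PDCD1LG2 fell more than IL11 with siCyclin K#2 (-2.92 and -2.39 against -2.02). Of these genes TRIML2, PPL, MMP24, ZNF469, IL11, NT5E and IGFN1 also differed in level between siCyclin K#1 and siCyclin K#2 when tested directly.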

Among them, 279 genes were significantly upregulated and 688 genes downregulated in Cyclin K depleted A549 cells. 

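The pathway database behind Figure 5B was not used here, so enrichment was tested on lists of genes written before the values were examined. A list of Wnt ligands, receptors and pathway components, with the target genes CCND1 and MYC, had 63 tested members. Of these, 5 were called, with 4 higher and 1 lower, which was CCND1. The other 20985 tested genes had 478 calls, or 2.28%, against 7.94% of the list (odds ratio 3.70, one-sided Fisher's exact p = 0.0147, 0.0398 after Benjamini-Hochberg adjustment over 4 lists). Of 10000 random lists of the same size matched on mean expression, 1.53% held as many calls. The called members were SFRP4, TCF7L1, TLE4, WNT9A and CCND1, with log2 fold changes of 2.29, 1.93, 1.91, 1.65 and -1.96. The value of TLE4 is shared with the overlapping gene AL353813.1. A second list, made of the gene families shown in Figure 5C, had 5 calls among 68 tested members, again 4 higher and 1 lower (odds ratio 3.40, one-sided Fisher's exact p = 0.0199, 0.0398 adjusted). These 5 are all among the 8 genes shown in Figure 5C, which the paper took from the same libraries, so this test restates that choice. CCND1 and WNT9A are called members of both lists, so the results of the lists are not independent. With the genes of Figure 5C left out, a step chosen after the values were seen, 0 of the other 60 members of the second list and 3 of the other 60 of the first were called (odds ratio 2.27 for the first, one-sided Fisher's exact p = 0.156). At a fold change over 2 the odds ratios of the whole lists were 2.14 and 3.22 (one-sided Fisher's exact p = 0.0299 and 0.000302), and without the genes of Figure 5C, again chosen after the values were seen, 1.502 for each (p = 0.21). Under quantile normalization the odds ratios were 2.95 and 2.72, with p = 0.0542 and 0.068 from the same exact test. With the replicate number as a block, the odds ratios were 3.90 and 3.59 (one-sided Fisher's exact p = 0.012 and 0.0164). From its own pathway enrichment in Figure 5B, the paper proposes that Cyclin K is a regulator of Wnt signaling.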

Next, we performed multiple pathway analysis and found that the Wnt signaling pathway, which is closely associated with tumor progression and radioresistance, was markedly enriched (Figure 5B), indicating that cyclin K may represent a critical regulator of Wnt signaling. To confirm this finding, we first performed quantitative real-time PCR to assess the expression of several representative genes involved in Wnt signaling (Figure 5C). As shown in Figure 5D, inhibition of Cyclin K with siRNA significantly reduced basal expression levels of Cyclin D1 and GNG3, while increasing expression levels of PCDH9, WNT9A and GNG7 in two different lung cancer cell lines.

β-catenin is a vital effector of the canonical Wnt signaling pathway and is overexpressed in lung cancer 29. To further investigate whether Cyclin K regulates Wnt signaling, we examined expression levels of β-catenin in Cyclin K knockdown cells. As expected, protein levels of β-catenin were decreased when Cyclin K was depleted with siRNA or shRNA (Figure 6A). Notably, Cyclin K depletion did not affect mRNA levels of β-catenin (Figure 6B). However, we found that mRNA levels of other classical target genes of β-catenin, such as C-MYC and Axin-2, were downregulated in Cyclin K deficient cells (Figure 6B). To further investigate how Cyclin K controls β-catenin activity, we first performed immunofluorescence assays and found that Cyclin K co-localized with β-catenin in the nuclei (Figure 6C), suggesting that these two proteins may bind to each other in cells. As expected, a clear interaction was observed between Cyclin K and β-catenin (Figure 6D). Moreover, Cyclin K and β-catenin were able to form a complex endogenously (Figure 6E). In addition, GST pull-down assay revealed that bacterially expressed GST-tagged Cyclin K bound to β-catenin (Figure 6F). These results indicate that Cyclin K binds to and controls the protein expression of β-catenin in lung cancer. It is well-known that Cyclin D1 is a representative target gene of β-catenin and involved in the regulation of cell proliferation and DNA damage response 30, 31. Our results clearly showed that Cyclin K knockdown led to decreased protein levels of Cyclin D1 (Figure 6G). Cyclin D1 has been reported to recruit Rad51, a protein that plays an essential role in the homologous recombination process at the DNA double-strand break site 30. Therefore, we performed immunofluorescence staining and found that IR-induced Rad51 foci formation was impaired when Cyclin K was depleted (Figure 6H). Collectively, these results indicate that Cyclin K interacts with and promotes the stabilization of β-catenin, thereby upregulating the expression of Cyclin D1 and facilitating DNA repair in lung cancer.

### Cyclin D1 is required for the biological functions of Cyclin K in lung cancer cells

To determine whether Cyclin D1 is indeed required for the observed phenotypes induced by Cyclin K silencing in lung cancer cells, the following rescue experiments were conducted. A549 and H460 cells were transfected with siRNAs targeting Cyclin K, Cyclin D1 or both (Figure 7A). As shown in Figure 7B-C, loss of Cyclin K or Cyclin D1 markedly suppressed lung cancer cell growth and proliferation. However, Cyclin K knockdown had minimal effects on cell growth and proliferation in Cyclin D1-depleted cells (Figure 7B-C), indicating that Cyclin D1 is the major downstream effector of Cyclin K. Furthermore, we observed that Cyclin D1 depletion accelerated DNA damage, impaired Rad51 foci formation and enhanced radiosensitivity in lung cancer cells (Figure 7D-F), consistent with previous studies showing that Cyclin D1 is a critical regulator of DNA damage repair. Notably, our results demonstrated that further inhibition of Cyclin K with siRNA in lung cancer cells led to insignificant effects on these phenotypes when Cyclin D1 was simultaneously knocked down (Figure 7D-F). These data demonstrate that Cyclin K promotes tumorigenesis and radioresistance in a Cyclin D1-dependent manner in lung cancer.

To exclude any off-target effects of Cyclin K siRNA and to further confirm the roles of Cyclin K in lung cancer, we generated a Cyclin K siRNA resistant plasmid (SFB-Cyclin K-R) (Figure 8A). As shown in Figure 8B-C, cell growth and proliferation defects caused by Cyclin K knockdown were completely rescued by re-expressing Cyclin K. Similarly, the reconstitution of Cyclin K completely restored the IR-induced DNA damage response in Cyclin K-depleted cells (Figure 8D-F). These data demonstrate that Cyclin K is indeed implicated in lung cancer progression and radioresistance. Moreover, to further investigate whether Cyclin D1 is required for the biological functions of Cyclin K in lung cancer, we transfected exogenously expressed Cyclin D1 into Cyclin K-depleted cells and found that the restoration of Cyclin D1 partially reversed the effects of Cyclin K silencing on cell growth suppression and radiosensitivity (Figure 8B-F). Taken together, our work supports the notion that Cyclin K exerts its biological functions primarily through regulating Cyclin D1 in lung cancer cells.

## Discussion

In this study, we found that Cyclin K is overexpressed in lung cancer patients, and high levels of Cyclin K predict poor prognosis. We also provided strong evidence that Cyclin K knockdown impairs tumorigenesis and radioresistance in lung cancer both *in vitro* and *in vivo* through attenuating Wnt/β-catenin signaling. Furthermore, we revealed that the β-catenin target gene Cyclin D1 is an essential downstream effector that mediates the biological effects of Cyclin K, implying that the Cyclin K/β-catenin/Cyclin D1 pathway represents a potential therapeutic target in lung cancer.

Unlike classical cell cycle-related cyclins, Cyclin K is regarded as a member of the “transcription” cyclin family that participates in RNA polymerase II transcription 7-9. Accumulating evidence suggests that Cyclin K functions primarily through forming a complex with other proteins. For instance, Cyclin K interacts with CDK9 to activate transcription and is involved in the replication stress response 8, 9. Cyclin K has also been reported to associate with CDK12/CDK13 and controls the expression of several critical regulators of genome integrity, including BRCA1, ATR and FANCI proteins 10. Recently, the H3K4 methyltransferase SETD1A has been proposed to regulate the expression of genes involved in DNA damage response by interacting with cyclin K, and this interaction is required for leukemia cell growth 14. In our study, we identified β-catenin as a novel Cyclin K binding partner in lung cancer. Cyclin K forms a complex with β-catenin and enhances its protein stabilization, inducing the expression of downstream target genes of β-catenin, especially Cyclin D1. Furthermore, we also revealed that Cyclin K controls protein levels but not mRNA levels of β-catenin, suggesting that Cyclin K may positively regulate β-catenin at the post-transcriptional level. Previous studies have demonstrated that β-catenin is a labile protein that can be ubiquitylated and degraded by the proteasome 15-17. Therefore, we propose that Cyclin K interacts with β-catenin and contributes to its protein stabilization by protecting β-catenin from ubiquitin-mediated degradation, which requires further investigation in the future. A growing body of evidence indicates that β-catenin is the key effector of the canonical Wnt pathway and mediates many cellular processes in response to Wnt signaling 17. 

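The same calls in A549 cells were set against lists of β-catenin target genes and of DNA damage repair genes, also written before the values were examined. Of 17 tested β-catenin target genes 1 was called, CCND1, which is also in both Wnt lists. The odds ratio was 2.66 (one-sided Fisher's exact p = 0.326, 0.435 after Benjamini-Hochberg adjustment over 4 lists). Of the random lists matched on mean expression, 33.6% held as many calls. Of 43 tested DNA damage repair genes 0 were called, where 0.989 would be called at the rate of the other genes, while 8 were higher and 10 lower with an adjusted p under 0.05 from limma. The β-catenin target list had 4 genes higher and 3 lower with an adjusted p under 0.05, and a median log2 fold change of 0.21, at percentile 85.6 of the random lists. The median was 0.49 in the list of gene families of Figure 5C (0.44 without the genes of that figure), above all 10000 random lists, and 0.20 in the list of Wnt pathway components, at percentile 95.5 of the random lists. It was -0.10 in the DNA damage repair list, at percentile 3.77. The random lists were matched on mean expression only, not on gene span or family, and the families were taken from Figure 5C. A ranking of all pathways was not analysed here.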

Using RNA-Seq screening and pathway enrichment analysis, we found that Wnt/β-catenin signaling is the most significantly altered cancer-related pathway when Cyclin K was depleted. Furthermore, bioinformatics analysis with TCGA database demonstrated that Cyclin K expression is positively correlated with both β-catenin and Cyclin D1 levels in lung cancer tissues (Figure S2). Therefore, these results strongly suggest that Cyclin K is a newly identified regulator of Wnt/β-catenin signaling that positively modulates the nuclear β-catenin, providing new insights into the mechanisms by which Cyclin K functions in lung cancer.

In addition to regulating gene transcription, Cyclin K has also been implicated in the control of cell proliferation and apoptosis, indicating that Cyclin K may play indispensable roles in tumor development and progression. For example, Cyclin K regulates Aurora B expression to affect apoptosis and proliferation by inducing mitotic catastrophe in prostate cancer 32. In addition, a recent study showed that Cyclin K promotes mammalian cell proliferation by controlling prereplicative complex assembly 33. However, the functional role of Cyclin K in cancer is still poorly understood. In our study, we uncovered for the first time that Cyclin K is frequently overproduced in lung cancer and is associated with overall survival in lung cancer patients. Additionally, we present evidence that Cyclin K silencing significantly reduced cell growth and proliferation both *in vitro* and *in vivo*, and these effects are primarily mediated by Cyclin D1. These results indicate that Cyclin K exerts oncogenic effects in lung cancer. More importantly, we also revealed a novel role for Cyclin K in the regulation of lung cancer radioresistance. Cyclin K depletion abolished the G2/M checkpoint, aggravated cellular DNA damage and impaired DNA repair capacity, ultimately leading to enhanced radiosensitivity by downregulating the expression of the β-catenin target gene Cyclin D1. Therefore, our data indicate that Cyclin K plays pivotal roles in promoting tumorigenesis and radioresistance in lung cancer.

In conclusion, our study identifies a novel interaction between Cyclin K and β-catenin that comprises a critical effector of Wnt signaling. Functionally, we demonstrate that Cyclin K is implicated in tumorigenesis and radioresistance primarily via positively regulating the Wnt/β-catenin/Cyclin D1 signaling pathway. Given that Cyclin K is overexpressed in lung cancer tissues and is related to radioresistance, it may represent a promising therapeutic biomarker for cancer radiotherapy, especially in lung cancer.

## Supplementary Material

Supplementary figures and tables. Click here for additional data file.

## Figures and Tables

**Figure 1:**
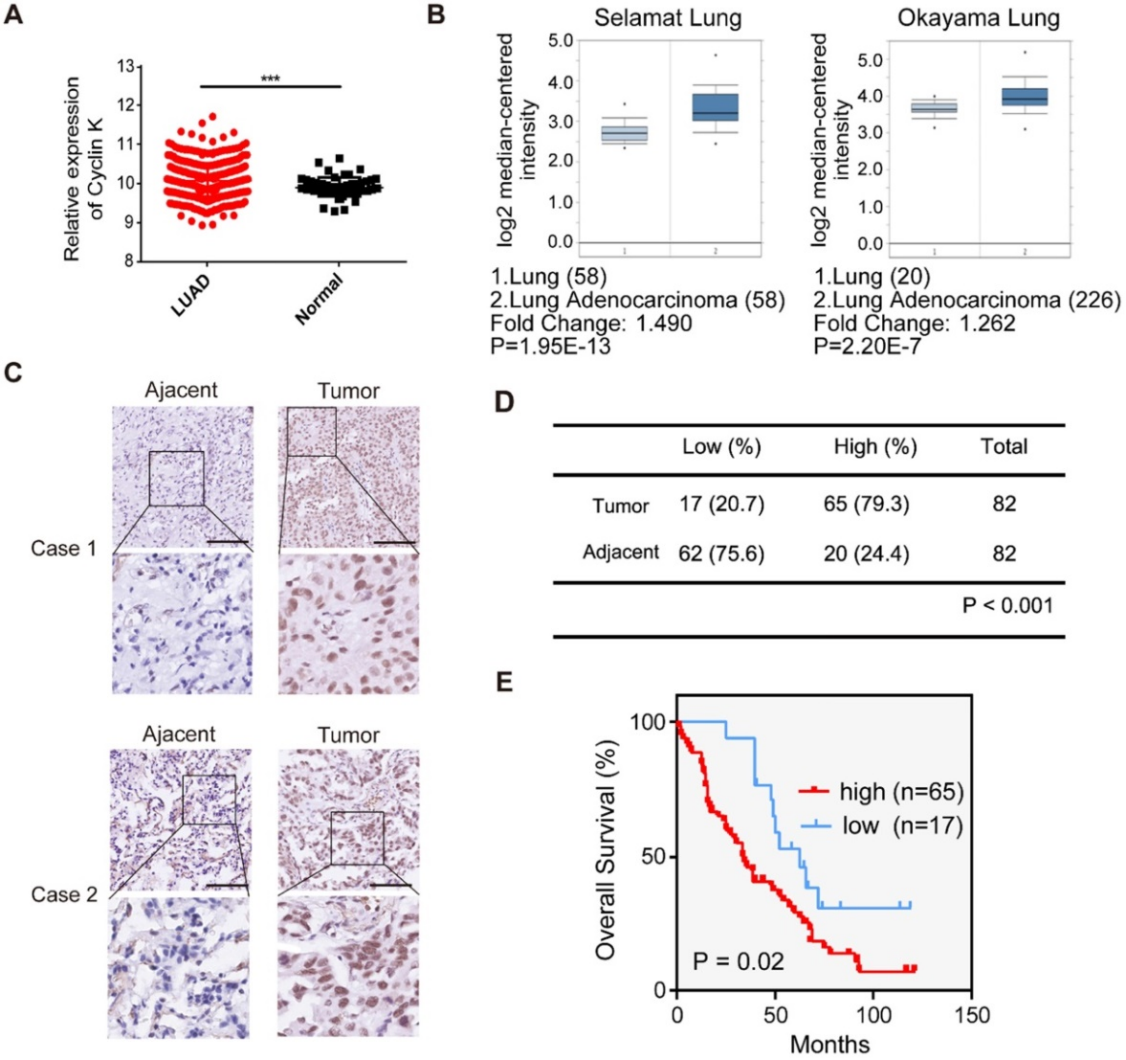
**Cyclin K is overexpressed and predicts poor prognosis in lung cancer patients. (A)** Comparison of the Cyclin K mRNA levels between tumor and normal tissues obtained from TCGA lung adenocarcinoma (LUAD) dataset. ***P < 0.001. **(B)** Box plots showing Cyclin K mRNA levels are upregulated in LUAD tissues compared to normal lung tissues obtained from the Oncomine database.** (C)** Representative immunohistochemical staining images for Cyclin K in lung cancer and adjacent lung tissues. Scale bar, 50 µm.** (D)** Statistical analysis of immunohistochemical staining for Cyclin K in lung adenocarcinoma tissue microarray. **(E)** OS (overall survival) curve indicating that high expression of Cyclin K predicts poor prognosis in lung cancer patients.

**Figure 2:**
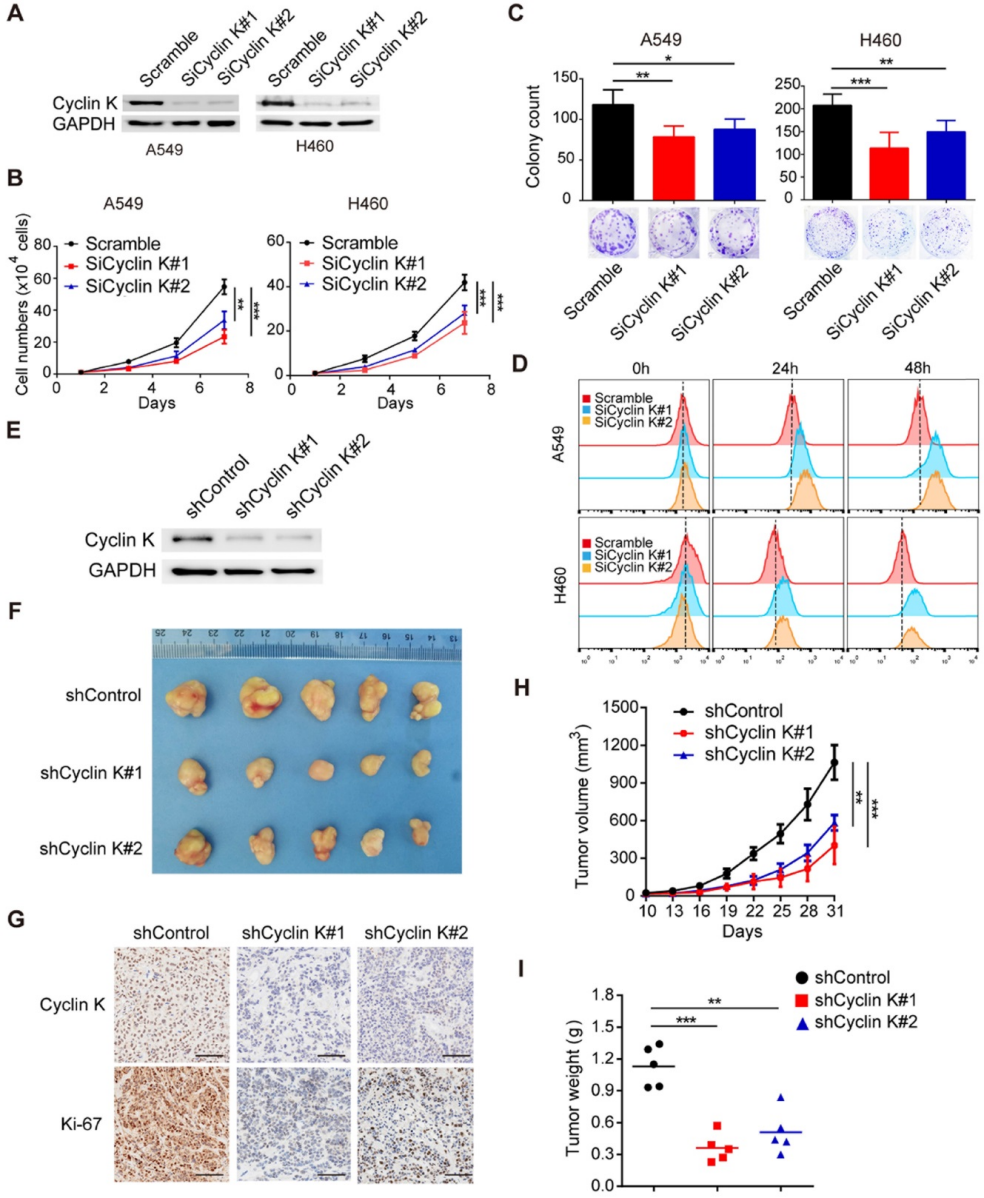
**Cyclin K knockdown suppresses tumorigenesis in lung cancer both* in vitro* and *in vivo*. (A)** Cyclin K was successfully knocked down by two different siRNAs. A549 (left) or H460 (right) cells were transfected with the indicated siRNAs for 48 h, then collected and analyzed by Western blotting (n = 3). **(B)** Cyclin K depletion decreased cell growth. A549 and H460 cells were transfected with indicated siRNAs for 48 h and then seeded. Cell numbers were calculated every two days (n = 3). **(C)** Colony formation was significantly decreased in Cyclin K-depleted cells. A549 and H460 cells transfected with indicated siRNAs were grown for two weeks. Colonies were counted and are shown as histograms (n= 3). *P < 0.05, **P < 0.01, ***P < 0.001 compared to control cells. **(D)** Cells were transfected with indicated siRNAs for 48 h, then dyed with CFSE stain. Cells were harvested in trypsin at indicated time points and analyzed by flow cytometry (n = 3).** (E)** H460 cells stably transfected with shCyclin K or shControl were lysed and analyzed by Western blotting (n = 3). **(F)** Cyclin K knockdown alleviated tumor growth *in vivo*. Representative images of xenograft tumors are shown (five mice/group). **(G)** Representative immunohistochemistry images showing Cyclin K and Ki-67 expression in xenograft tumors in the three groups. Scale bar, 50 µm. **(H)** Growth curves of tumors in the three groups are presented (five mice/group). Data are shown as the mean tumor volume ± SEM.** (I)** Tumor weight in the three groups are shown (five mice/group).

**Figure 3:**
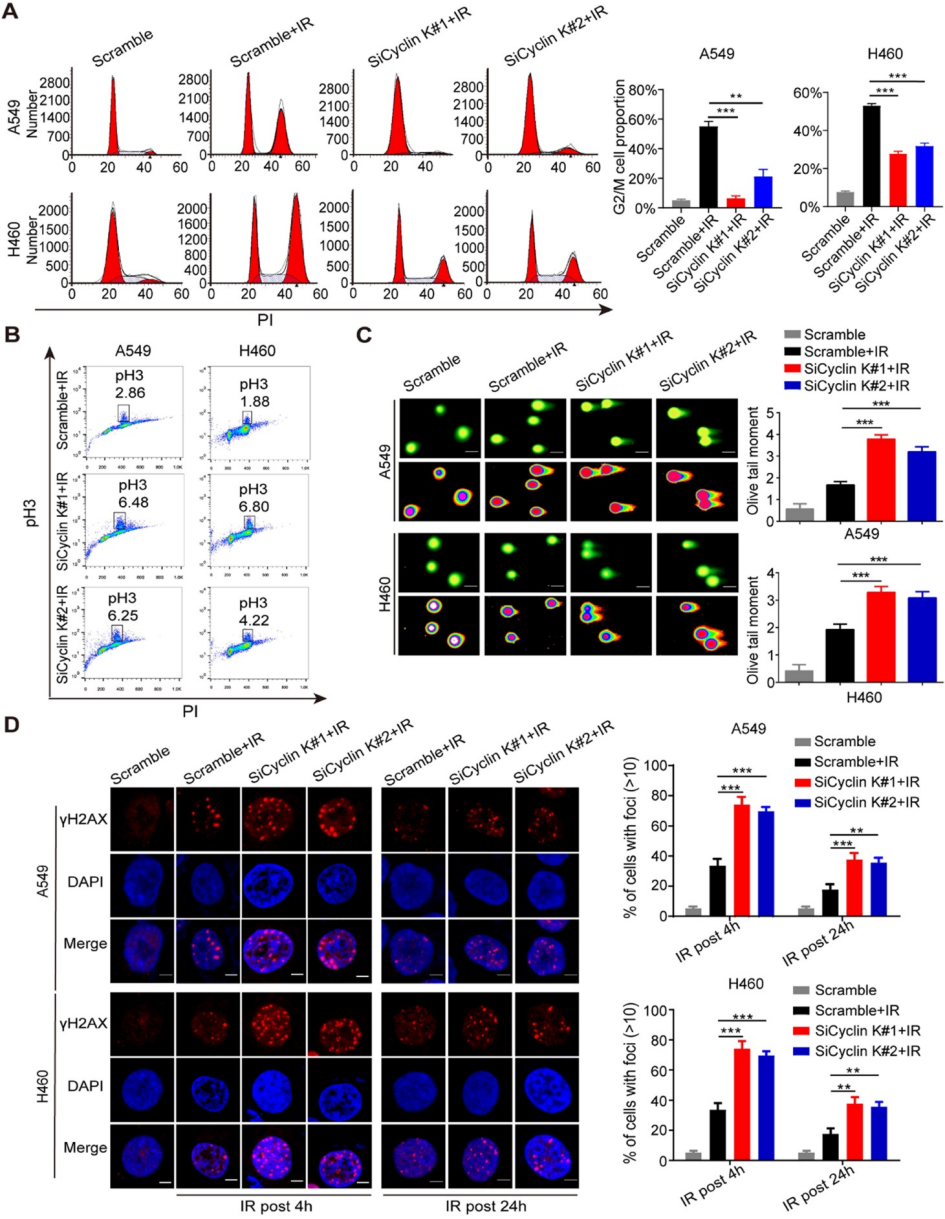
** Cyclin K participates in G2/M checkpoint control and the DNA damage response. (A)** Cyclin K silencing abrogated IR-induced G2/M arrest. Cells were transfected with indicated siRNAs for 24 h and then exposed to IR. After another 24 h, cells were harvested and analyzed by flow cytometry. **P < 0.01. ***P < 0.001 (n = 3). **(B)** Cyclin K depletion abolished the G2/M checkpoint. Cells transfected with siRNA and then exposed to IR were treated with nocodazole (100 ng/mL) for 22 h before being harvested. The samples were analyzed by flow cytometry. The percentage of cells positive for phospho-histone H3 (pH3) is indicated (n = 3). **(C)** Cells were transfected with siRNA and then exposed to IR. After 4 h, cells were harvested and seeded to comet slides, then lysed for electrophoresis. ***P < 0.001 (n = 3). Scale bar, 10 µm. **(D)** Left panel: Cells transfected with indicated siRNAs were irradiated and then harvested after 4 h or 24 h. Representative immunostaining images are shown. Right panel: Quantification results of γ-H2AX foci are also shown. Scale bar, 10 µm. **P < 0.01. ***P < 0.001 (n = 3).

**Figure 4:**
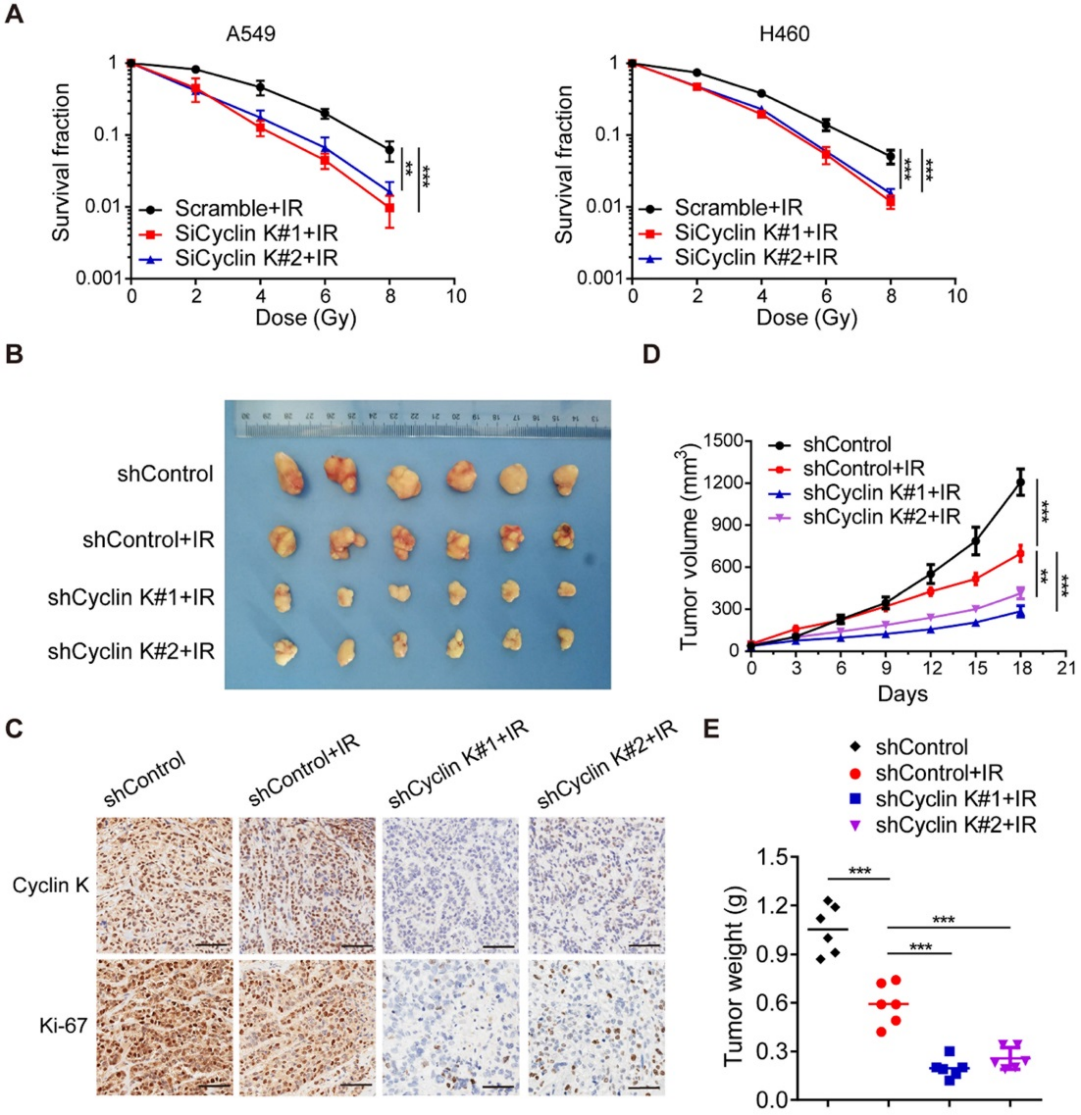
** Loss of Cyclin K significantly impairs radioresistance in lung cancer* in vitro* and *in vivo*. (A)** Cyclin K depletion led to radiosensitivity *in vitro*. Cells were transfected with indicated siRNAs and irradiated with doses as indicated. Colonies were counted after fourteen days. **P < 0.01. ***P < 0.001 (n = 3). **(B)** Cyclin K knockdown impaired radioresistance in lung cancer *in vivo*. Representative images of xenograft tumors in four groups are shown. Mice were subcutaneously injected in the right posterior limb with 5×10^6^ H460 cells as indicated and subjected to 10 Gy irradiation when tumors reached a calculated average volume of 100 mm^3^ (six mice per group). **(C)** Representative immunohistochemistry images showing Cyclin K and Ki-67 expression in xenograft tumors in the four groups. Scale bar, 50 µm. **(D)** Growth curves of the tumors in the four groups are presented (six mice/group). Tumor sizes were measured every three days using calipers. Data are shown as the mean tumor volume ± SEM. **(E)** Tumor weight in the four groups are shown (six mice/group).

**Figure 5:**
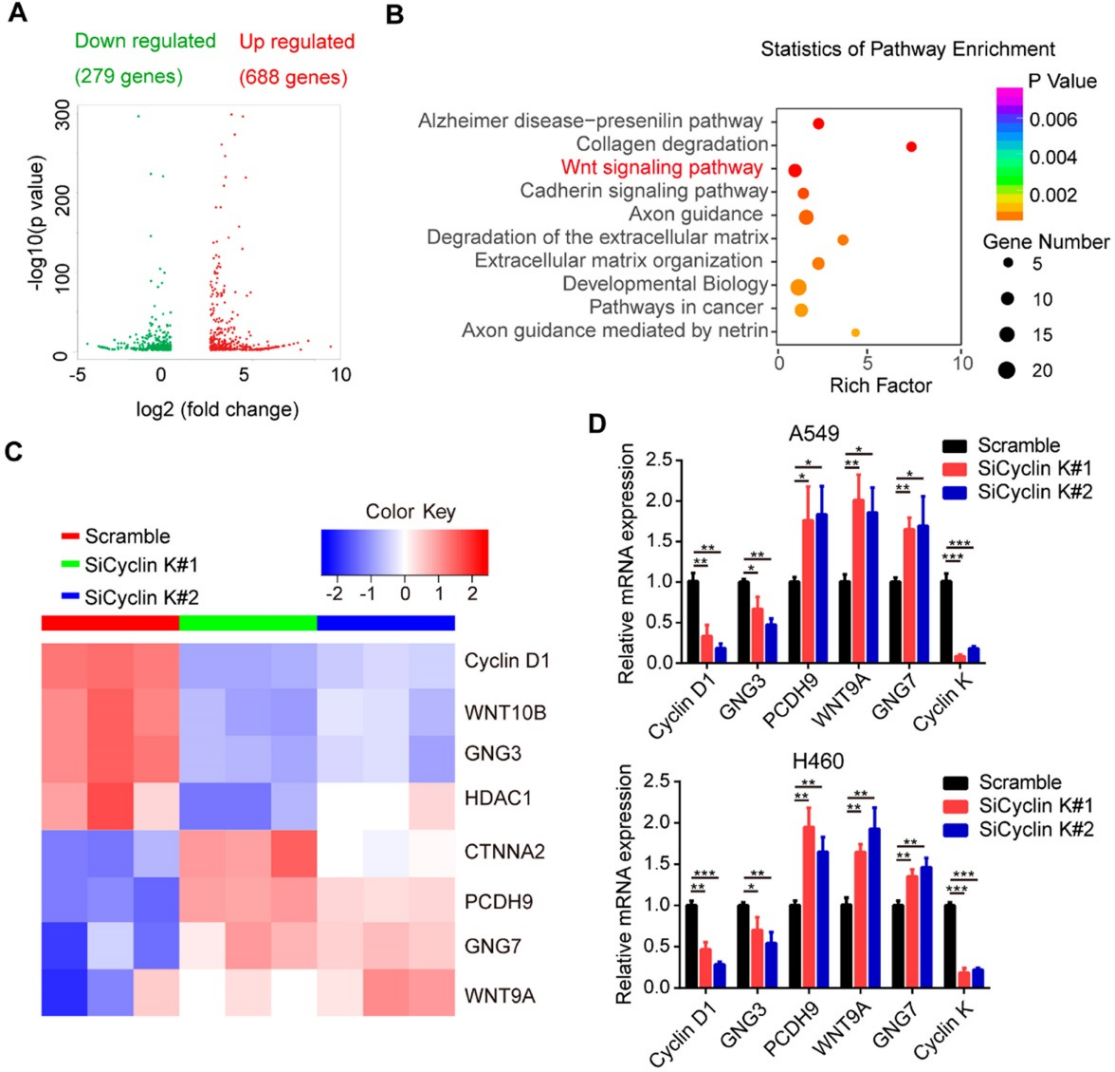
** Cyclin K is involved in the activation of the Wnt signaling pathway. (A)** Volcano plot showing upregulated (red) and downregulated (green) differentially expressed genes from RNA sequence analysis between scrambled and siCyclin K groups. (Fold change > 3 and *p*-value < 0.01).** (B)** Statistics of pathway analysis of differentially expressed mRNA transcripts identified by RNA-seq. **(C)** Heat map of representative mRNA changes in the Wnt signaling pathway by RNA-seq. **(D)** A549 and H460 cells were transfected with indicated siRNAs for 48 h and then collected. Levels of indicated mRNAs were determined using quantitative real-time PCR. *P < 0.05, **P < 0.01, ***P < 0.001 (n = 3).

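The 8 genes of Figure 5C were taken one by one from the FPKM of the 9 libraries. CCND1, which encodes Cyclin D1 and lies on chromosome 11 of GRCh38 from 69641087 to 69654474, had 72.5 ± 0.546 (SD, n = 3) FPKM with scrambled siRNA, 16.7 ± 0.329 (SD, n = 3) with siCyclin K#1 and 20.7 ± 0.685 (SD, n = 3) with siCyclin K#2. Its log2 fold change over both siRNAs had a standard error of 0.10 (adjusted p = 1.2e-06 from limma). WNT10B and GNG3 were lower with both siRNAs, with log2 fold changes of -1.05 and -1.04 (adjusted p = 0.0022 for each from limma), and neither passed a fold change of 3. CTNNA2, PCDH9, GNG7 and WNT9A were higher, with log2 fold changes of 2.23, 2.79, 1.86 and 1.65 and adjusted p-values from limma of 0.0011, 2.7e-05, 0.00029 and 0.00026. CTNNA2 was listed as 1 feature with the overlapping gene AC011754.1, so that its value covers both. The scrambled level of GNG7 rested on 3, 9 and 5 reads. HDAC1, on chromosome 1 from 32292086 to 32333635, was higher with both siRNAs, at 20.6 ± 0.227 (SD, n = 3) FPKM with scrambled siRNA, 47.7 ± 0.425 (SD, n = 3) with siCyclin K#1 and 43.7 ± 1.60 (SD, n = 3) with siCyclin K#2 (log2 fold change 1.15, standard error 0.06, adjusted p = 1.5e-06 from limma). For each of the 8 genes, the 6 siCyclin K libraries lay all above or all below the 3 scrambled libraries. CCND1, HDAC1, CTNNA2 and PCDH9 also differed in level between both siRNAs when these were tested directly.

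**Figure D3:**
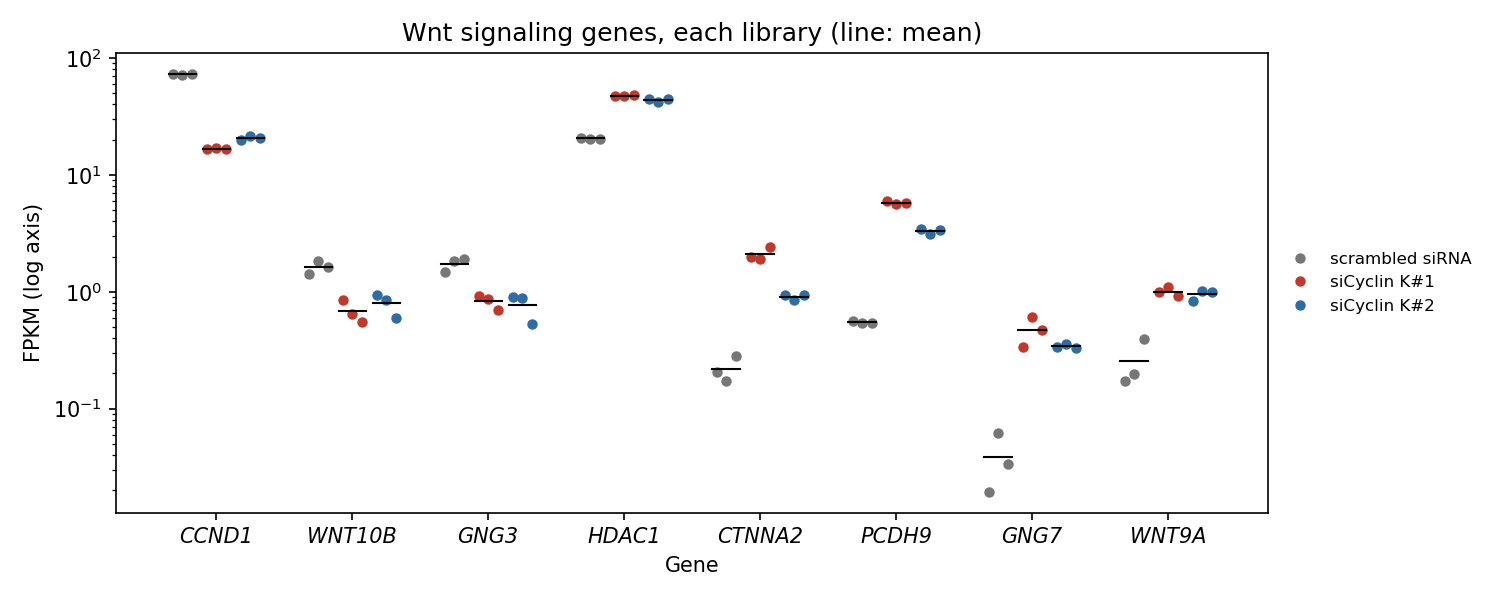
FPKM of 8 genes (log axis) in each of the 9 libraries, with a point per library and a line at the mean of each group of 3. CCND1, WNT10B and GNG3 were lower with both siRNAs, and HDAC1, CTNNA2, PCDH9, GNG7 and WNT9A were higher.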

**Figure 6:**
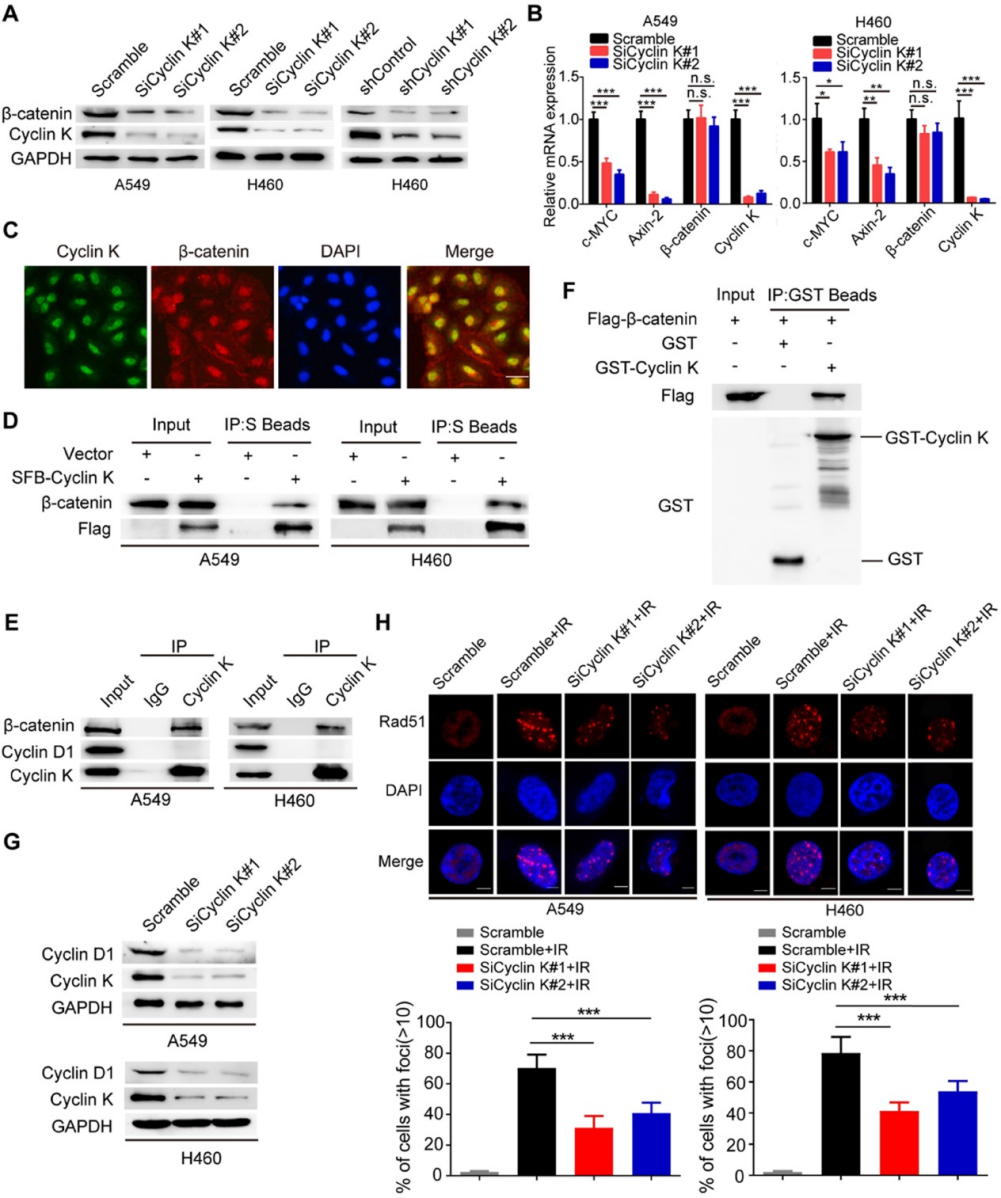
** Cyclin K interacts with and enhances the stabilization of β-catenin protein to upregulate Cyclin D1 in lung cancer cells. (A)** Cyclin K depletion using siRNAs or shRNAs led to decreased levels of β-catenin (n = 3). **(B)** A549 and H460 cells were transfected with indicated siRNAs for 48 h and then harvested. Levels of indicated mRNAs were detected using quantitative real-time PCR. *P < 0.05, **P < 0.01, ***P < 0.001 (n = 3). n. s. means no statistically significant difference (*P* > 0.05). **(C)** Subcellular localization of endogenous Cyclin K (green) and β-catenin (red) in paraformaldehyde-fixed A549 cells (n = 3). Scale bar, 50 µm.** (D)** Exogenous Cyclin K binds to endogenous β-catenin. A549 and H460 cells were transfected with the indicated construct for 24 h. Co-IP experiments were performed using S-protein beads and blotted with the indicated antibodies (n = 3). **(E)** Endogenous interaction between Cyclin K and β-catenin was detected in A549 and H460 cells (n = 3). IgG was used as a negative control. **(F)** Beads coated with the bacterially expressed GST-vector or GST-Cyclin K were incubated with cell lysates from HEK293T cells transfected with Flag-β-catenin overnight. Samples were immunoblotted with the indicated antibodies (n = 3).** (G)** Protein levels of Cyclin D1 were decreased in Cyclin K-depleted lung cancer cells (n = 3). **(H)** Upper panel: Cells transfected with indicated siRNAs were irradiated with 6 Gy and then collected after 4 h. Representative immunostaining images are shown. Lower panel: Quantification results of Rad51 foci are shown. Scale bar, 10 µm. ***P < 0.001 (n = 3).

**Figure 7:**
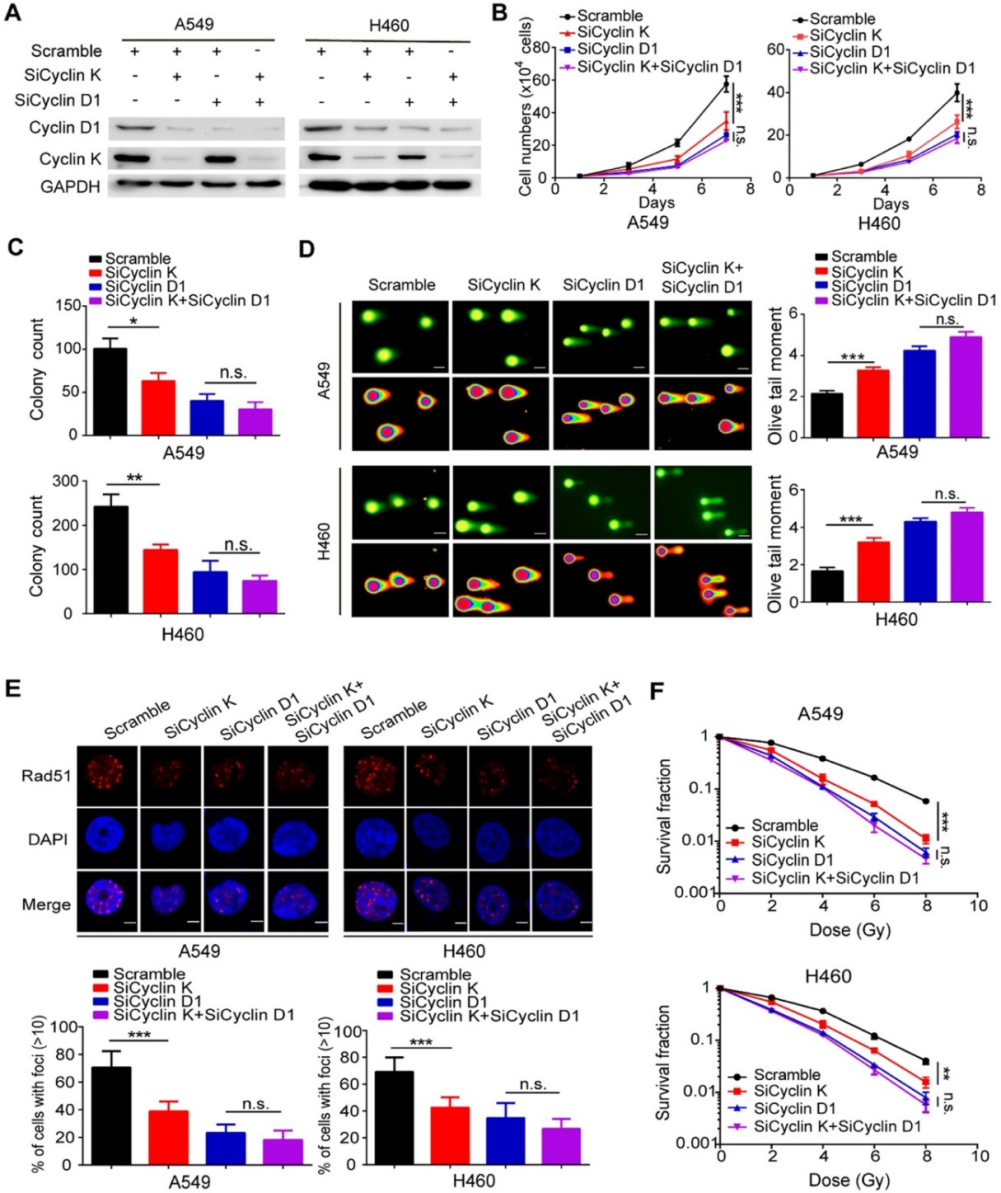
** Cyclin D1 mediates the biological effects of Cyclin K depletion in lung cancer cells. (A)** Cells were transfected with the indicated siRNAs for 48 h and then harvested and analyzed by Western blotting (n = 3). **(B)** Cells transfected with the indicated siRNAs were seeded at low density, and cell numbers were counted every other day. **P < 0.01 (n = 3). n. s. means no statistically significant difference (*P* > 0.05). **(C)** Cells were transfected with the indicated siRNAs and grown for two weeks. Quantification results of colony formation are shown. *P < 0.05, **P < 0.01 (n = 3). **(D)** Cells were transfected with the indicated siRNA and then exposed to IR (6 Gy). After 4 h, cells were harvested and seeded onto comet slides and then lysed for electrophoresis. ***P < 0.001(n = 3), Scale bar, 10 µm. **(E)** Upper panel: Cyclin K-depleted cells were irradiated with 6 Gy and harvested after 4 h. Representative immunostaining images are shown. Lower panel: Quantification results of Rad51 foci are also shown. ***P < 0.001(n = 3), Scale bar, 10 µm.** (F)** Cells were transfected with the indicated siRNAs and irradiated with doses as indicated. Colonies were counted after two weeks. **P < 0.01, ***P < 0.001(n = 3).

**Figure 8:**
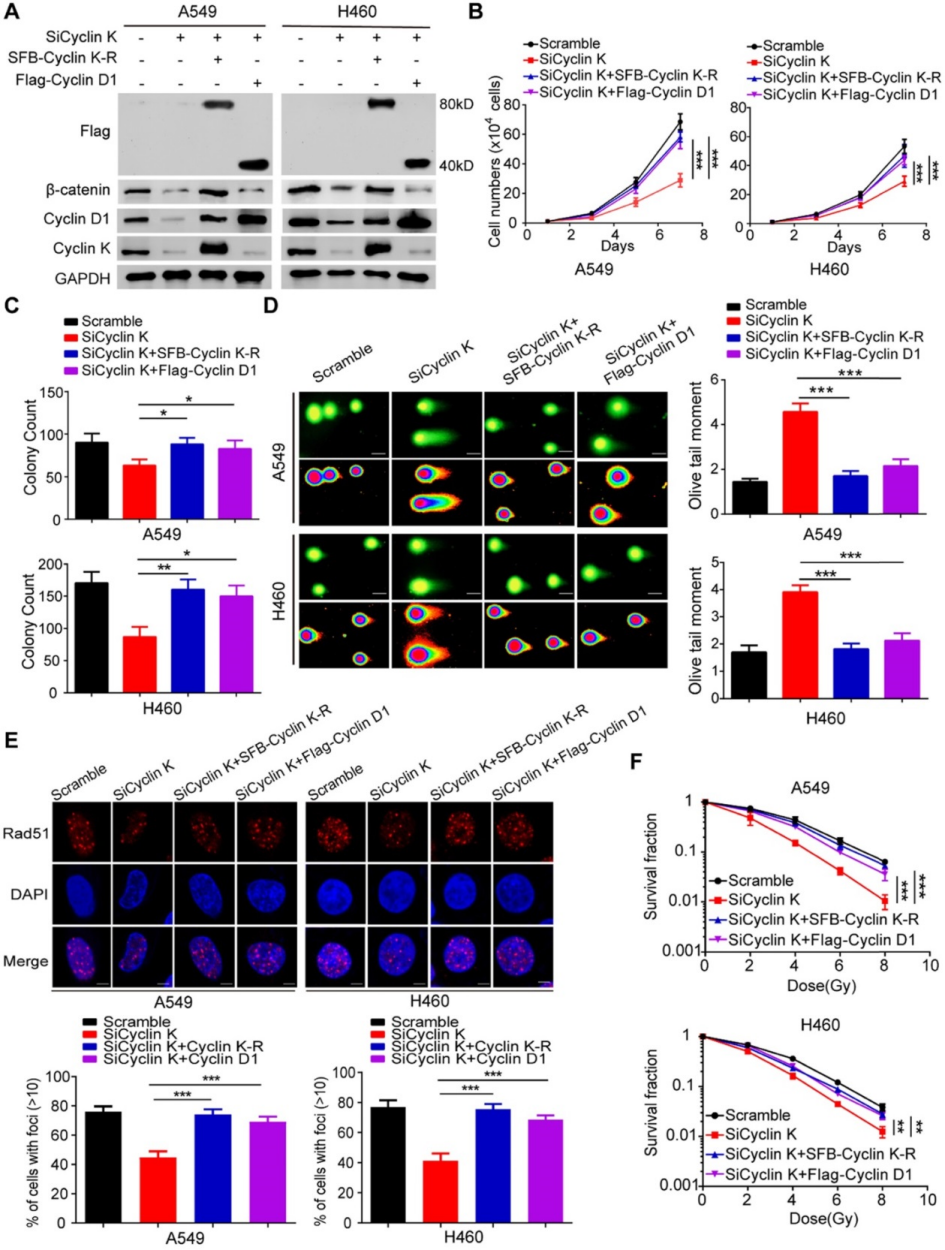
** Cyclin D1 overexpression partially rescued the biological effects of Cyclin K depletion in lung cancer cells. (A)** Cells transfected with indicated siRNAs and plasmids were harvested and analyzed by Western blotting (n = 3). **(B)** Cells transfected with the indicated siRNAs and plasmids were seeded at low density. Cell numbers were counted every other day. ***P < 0.001(n = 3). **(C)** Cells transfected with the indicated siRNAs and plasmids were cultured for two weeks. Quantification results of colony formation are shown. *P < 0.05, **P < 0.01 (n = 3). **(D)** Cells transfected with indicated siRNAs and plasmids were exposed to IR. After 4 h, cells were harvested, and comet assay was conducted. ***P < 0.001(n = 3), Scale bar, 10 µm. **(E)** Upper panel: Representative immunostaining images of Rad51 foci are shown. Lower panel: Quantification results of Rad51 foci are also presented. ***P < 0.001 (n = 3), Scale bar, 10 µm.** (F)** Cells transfected with indicated siRNAs and plasmids were irradiated with indicated doses. Colonies were quantified after two weeks. **P < 0.01, ***P < 0.001 (n = 3).

## Abbreviations

NSCLC: Non-small cell lung cancer
CDKs: Cyclin-dependent kinases
CKI: CDK inhibitors
RNAP II: RNA polymerase II
NHEJ: non-homologous end joining
FBS: fetal bovine serum
DMEM: Dulbecco's modified Eagle medium
pH3: phospho-Ser10-histone H3
DDR: DNA damage response
IP: immunoprecipitation
IHC: immunohistochemical
RNA-Seq: RNA sequencing
OS: overall survival
CFSE: carboxy fluorescein succinimidyl ester

How the deposited data were processed for this re-analysis (not part of the article)

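RNA from 9 libraries of A549 lung cancer cells was measured, with 3 libraries each for scrambled siRNA, siCyclin K#1 and siCyclin K#2 (50 nM for 48 h). The groups and replicate numbers were taken from the sample labels, and the replicate numbers shared by the groups, used for the fit with a replicate block, come from those labels too. The authors sequenced paired reads on an Illumina HiSeq X system, and deposited FPKM per feature for each library, made with StringTie 1.3.3b. The aligner, the filters and the annotation release are not stated in the paper's text. The features carry Ensembl gene identifiers with GRCh38 coordinates, or StringTie's own locus names. Of 33112 gene identifiers in the files 33059 were in GENCODE 29, 32530 of them with identical coordinates. The 9 libraries list the same features.

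Given the exon length of GENCODE 29, low FPKM values were whole multiples of what 1 read is worth, and this gave 31333749 to 33767961 reads per library. Of the nonzero values of 27835 Ensembl features 84.64% came out whole, and 24395 features were whole in every library. Values of StringTie loci were not resolved to reads. A value from 3 reads or fewer was taken as the floor. Replicates were not duplicates of each other: a chi-square test of the recovered reads gave 14.07 to 18.93 per degree of freedom for the 9 pairs of replicates.

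Rows of the same reference gene were summed (47 genes were on more than 1 row), features without a reference gene were left out of the main comparison, and 21048 genes with an FPKM of at least 0.1 in at least 3 libraries were kept. Differences were tested on log2(FPKM + 0.1) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend), with Benjamini-Hochberg adjustment. Both siRNAs together were tested as 2 groups, and each siRNA against scrambled and against the other siRNA as 3 groups that share an estimate of the spread. Genes were called at a fold change over 3 and an unadjusted p under 0.01, as the methods state, with the adjusted p under 0.05 beside it. Single genes had an exact two-sided permutation test with scipy 1.17.1. Gene lists had a one-sided Fisher's exact test against the other tested genes, and 10000 random lists matched on mean expression in 20 classes. The limma fit was tested on simulated data for 21048 genes: 198 of 200 changed genes were recovered, and 16 unchanged genes were called. The planted changes all exceeded a fold change of 3, were the same for both siRNAs, and left out genes with low values. The recovery therefore does not show how well smaller changes, unequal changes or changes of low genes are called.

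The genes named were every gene the paper names for its RNA-seq, quantitative PCR or mechanism, and the 5 largest rises and 5 largest falls among called genes with an adjusted p under 0.05, a mean FPKM of at least 1, and all 6 siCyclin K libraries above or below all 3 scrambled libraries. Of the genes the paper names, 1 is not reported here. Of the other 24, 2 were not analysed here. Of the 22 tested, 15 had an adjusted p under 0.05 over all tested genes, and 18 when adjusted over the list alone. Members of gene lists were named by the size of their change, at most 5 for each list.

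The alternatives were another pseudocount, other filters on low values, median-ratio rescaling, quantile normalization, eBayes without trend, a replicate block, leaving out each library, other thresholds, and other groupings of the fit. These choices, the gene lists and the test designs were set before the data were examined. Testing the StringTie loci without a reference gene, limma-voom on recovered reads, and leaving the genes of Figure 5C out of the Wnt lists (at a fold change over 3 and over 2), were added after the data were seen.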

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

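Of the tests in this part, the seed-site tests against shuffled seeds were set before their results were seen, and the others were chosen after the result was seen. Among 31 named genes, the 6 siCyclin K libraries were searched for a library far from the others with Dixon's criterion, and 0 were found, where chance gives about 1.55. These libraries pool 2 siRNAs, which differ for 16 of the 31 genes, and 2 far libraries hide each other, as for MYC (25.2 and 20.1 FPKM, with 2.41 to 2.79 in the other 4), so the search does not show that the libraries agree.

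The 2 siRNAs differed from each other. In the direct test of siCyclin K#1 against siCyclin K#2, 322 genes passed a fold change over 3 and p under 0.01, and 16 of the 31 named genes had an adjusted p under 0.05 from limma. On the log2 scale, the difference (siCyclin K#1 minus siCyclin K#2) was -0.302 for CCND1, 0.126 for HDAC1, 1.13 for CTNNA2, 0.788 for PCDH9, 0.298 for ATR, -0.513 for LIG4 and -0.155 for ALDH1A1. It was 0.482 for TRIML2, 1.03 for PPL, 1.92 for MMP24, 1.78 for ZNF469, -2.05 for IL11, -1.08 for NT5E and -2.33 for IGFN1. AURKB differed by -0.677, and had 24.8 ± 0.403 FPKM (SD, n = 3) with scrambled siRNA, 13.2 ± 0.814 with siCyclin K#1 and 21.1 ± 0.434 with siCyclin K#2. MKI67, which encodes Ki-67, differed by -0.627 and moved in opposite directions, from 56.6 ± 0.476 FPKM with scrambled siRNA to 47.8 ± 1.12 with siCyclin K#1 and 73.8 ± 1.87 with siCyclin K#2. Among genes with a mean FPKM of at least 1 and an adjusted p under 0.05 with each siRNA, 364 of 4915 moved in opposite directions.

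Several explanations for the 322 genes were tested. Unequal loss of Cyclin K mRNA is not seen, since CCNK did not differ between the siRNAs (adjusted p = 0.726 from limma). Depth overlapped between both groups, with medians 222399 reads apart. The number of features above 0 did not overlap, at 40348 to 40790 with siCyclin K#1 and 38277 to 38838 with siCyclin K#2. Whether this is linked to the 322 genes was not tested. Of the 322 genes, 204 were higher and 118 lower with siCyclin K#1 than with siCyclin K#2. A candidate explanation for the lower ones only is repression of mRNAs through the seed of siCyclin K#1, the 7 bases at positions 2 to 8 of its guide strand. Genes with the matching site GTGATAA in the 3′ UTR (1000 of 9136 genes) differed in their median log2 difference by -0.217 from genes without it, and 0 of 209 shuffled seeds gave a difference as low. Against scrambled siRNA, the same genes were lower with siCyclin K#1 (-0.307, 0 of 209 shuffled seeds as low) and not with siCyclin K#2 (-0.0386, 38 of 209 as low). Of 88 genes lower with siCyclin K#1 only, 40.9% had the site, against 10.9% of all genes tested for it and 17.6% of the 17 genes lower with both; these shares were not tested against each other. Among those of the 322 genes that could be tested for the site, 27 of the 51 lower with siCyclin K#1 had it, and 0 of the 46 higher. The test against shuffled seeds for siCyclin K#2 gave 0.0111, with 227 of 449 shuffled seeds as high. The longest annotated 3′ UTRs of CCND1, HDAC1 and CCNK held 0 sites for either seed; those of MKI67 and CDK13 held 1 for siCyclin K#1 and that of PCDH9 held 3, although PCDH9 was higher with siCyclin K#1 than with siCyclin K#2. Of the 4 splits of these 6 libraries that part the same-numbered pairs, 1, the real one, gave as many genes, and the largest count in any other of the 10 splits was 56. With 4 splits the share cannot go under 0.05, so this count by itself settles nothing. The shift through the seed covers only some of the lower genes and does not account for the 204 higher ones, and biological differences between the siRNAs were not separated from it.

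Among StringTie loci without a reference gene, which the paper does not discuss, 913 of 19541 tested were called with both siRNAs together, 293 higher and 620 lower. When each siRNA was tested by itself, 409 loci were called in the same direction with both. Low values near the floor were weighed as a technical explanation. Among loci with a mean FPKM of at least 1, 57 of 811 were called, or 7.03%, against 2.21% of reference genes at that level. Low values alone do not account for the calls at that level. Most of the 913 called loci lie below it, where this comparison cannot tell. What these loci are was not tested, and reads of neighbouring genes, introns or repeats cannot be ruled out, so no biological explanation is offered.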

How the results depend on the processing

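Counts of called genes moved with the pseudocount and the filter on low values. With a pseudocount of 1, 82 genes were called with both siRNAs together, 200 with siCyclin K#1, 70 with siCyclin K#2, 57 between the siRNAs and 38 the same way by both. With a pseudocount of 0.5 these counts were 154, 336, 117, 75 and 74. With only genes of mean FPKM of at least 1 they were 245, 474, 186, 113 and 129, and at a fold change over 2 they were 1711, 2813, 1521, 1129 and 983. With loci without a reference gene included, an alternative chosen after seeing the data, the counts were 1402, 2370, 1304, 830 and 633. The cause was not tested. Median-ratio rescaling, quantile normalization, eBayes without trend, no filter and the highest row per gene kept each of these 5 counts within 1.5 times. The share of higher calls was 62.3%. It moved to 76.8% with a pseudocount of 1, to 74.7% with a mean FPKM of at least 1 and to 52.3% under quantile normalization. With loci without a reference gene included, the majority reversed, with 597 higher and 805 lower.

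Same-numbered libraries did not deviate together (mean correlation -0.0058), and with the replicate number as a block 459 genes were called with both siRNAs, 974 with siCyclin K#1, 412 with siCyclin K#2, 314 between the siRNAs and 227 the same way by both. Across the 9 fits that each left out 1 library, the counts ranged from 422 to 525, from 964 to 1007, from 406 to 455, from 309 to 357 and from 221 to 252. The log2 fold change of CCNK ranged from -2.97 to -2.91 in these fits and from -3.04 to -2.13 across the other alternatives. That of CTNNB1 ranged from -0.066 to -0.019 and from -0.10 to -0.048, with adjusted p-values from limma from 0.215 to 0.876. Of the 8 genes of Figure 5C, 7 had an adjusted p under 0.05 in the direction of the figure under each alternative and without each library, except that 5 did with only genes of mean FPKM of at least 1, which leaves out GNG7 and WNT9A.

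The enrichment of the Wnt lists did not hold under all alternatives. For the list of pathway components, the odds ratio of 3.70 became 4.16 with a pseudocount of 1 (one-sided Fisher's exact p = 0.218), 4.49 with a pseudocount of 0.5 (p = 0.0778) and 2.95 under quantile normalization (p = 0.0542). For the families of Figure 5C, the odds ratio of 3.40 became 4.15 with a pseudocount of 0.5 (exact p = 0.0886), 3.67 with genes of mean FPKM of at least 1 (one-sided Fisher's exact p = 0.056), 3.63 with a background of genes with mean FPKM of at least 1 (p = 0.0576) and 2.72 under quantile normalization (p = 0.068). At a fold change over 2 the odds ratios were 2.14 (10 of 63 called, exact p = 0.0299) and 3.22 (15 of 68 called, exact p = 0.000302), and for the families it was 7.91 with a pseudocount of 1 (exact p = 0.0289). With the genes of Figure 5C left out, an alternative chosen after seeing the data, the odds ratio became 2.27 for the pathway components (3 of 60 called, exact p = 0.156) and 0 for the families (0 of 60 called, exact p = 1, with 32 of the 60 at an unadjusted p under 0.05). With these genes left out and a fold change over 2, also chosen after seeing the data, it was 1.502 for each list (7 of 60 called, exact p = 0.21). All 5 called members of the families and 2 of the 5 called pathway components are genes of that figure, so the enrichment among calls depends on genes the paper chose from the same libraries. Among the other members, the median log2 fold change was 0.44 for the families, above all random lists. It was 0.20 for the pathway components, at percentile 95.0. The random lists were matched on mean expression only, not on gene span or family, and the families were taken from Figure 5C. These medians are therefore not independent evidence of a shift in Wnt genes. The cause was not tested for the other alternatives. Leaving out each library gave odds ratios from 3.07 to 4.25 and from 3.49 to 4.67. The relation of log2 fold change and gene span stayed between 0.205 and 0.218 across the alternatives, and between 0.212 and 0.223 without each library.

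For single named genes, the log2 fold change of MYC ranged from -0.027 (without scrambled replicate 1) to 1.62 when each library was left out, and that of MKI67 from -0.0014 (without siCyclin K#2 replicate 3) to 0.14, so both changed sign. Neither had an adjusted p under 0.05 with all libraries. GAPDH had a change of exactly 0 under quantile normalization. This method gives equal values to equal ranks, so that value cannot show whether GAPDH changed. Over the 22 tested genes the paper names and the 4 lists, 508 values under alternatives were computed, of which 471 kept their direction and side of the threshold, 17 became weaker, 17 stronger and 3 reversed. Of the weaker values 7 were of GAPDH, the one under quantile normalization included, and 10 of the Wnt lists.

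Of the 84 splits of the 9 libraries, 27 place the same-numbered libraries as the real split does, and 1 of these 27, the real one, gave as many called genes. The largest other counts, 378 and 81, came from setting the siCyclin K#1 and the siCyclin K#2 libraries apart as whole groups, and splits that mix the groups gave at most 58. The splits outside these 27 put libraries of the same number together in the group of 3. For the Wnt lists, likewise 1 of 27 gave as many calls. Splits that mix the groups called at most 58 genes in all, so few could fall in a list. This count therefore says little about enrichment in either list. For the families it also shows nothing beyond the choice of genes for Figure 5C. With those genes left out, 2 of 27 gave as many calls among the pathway components. For siCyclin K#1, siCyclin K#2 and the difference between them, 1 of the 4 such splits, the real one, gave as many, which cannot give a share under 0.05. The largest count in any other of the 10 splits was 61, 49 and 56, against 983, 409 and 322. For genes changed the same way by both siRNAs, 7 of 100 groupings, the real one included, gave as many as 225, with up to 300. The other 6 each kept 1 of the real groups whole as the control group and mixed the remaining libraries, so they carry the same differences between the groups and cannot show what chance gives. The 88 groupings with no real group as the control gave at most 16 genes.

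Added after seeing the data, limma-voom on recovered reads called 664 of 14783 genes with both siRNAs, where log2(FPKM + 0.1) called 344, with 306 shared in the same direction. With siCyclin K#1 it called 1199 against 694, and with siCyclin K#2 584 against 308. TPM as deposited was not run, since the files hold FPKM only. edgeR and DESeq2 had been set only for files with whole-number counts, and were not run on the recovered reads. The recovered depth limits genes near 3 reads, as for GNG7 in the scrambled libraries.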

Differences from the paper's values

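The paper reports 967 differentially expressed genes, while 483 were called here with both siRNAs together. The paper's text gives the 967 a change of at least 2-fold, while its methods and the legend of Figure 5A state over 3-fold. The 483 were called at a fold change over 3. None of the 21 alternatives set before the data were examined closed the gap: the count was 1711 at a fold change over 2 and 525 or fewer under the other 20. With the loci without a reference gene included, an alternative chosen after seeing the values, it was 1402, within 1.5 times the paper's. With limma-voom on recovered reads of 14783 genes, also chosen after seeing the values, it was 664 (387 higher and 277 lower), likewise within 1.5 times. On those 14783 genes log2(FPKM + 0.1) called 344, so 664 and 483 are not from the same set of genes. The other pseudocounts tried were above 0.1 and gave fewer calls, and none below 0.1 was run. Compared with scrambled siRNA, siCyclin K#1 by itself gave 983 genes, 671 higher and 312 lower, which is within 1.5 times the paper's total, and this comparison of single siRNAs was set before the data were examined.

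The paper's text gives 688 downregulated genes, and 182 were lower here. Of the alternatives, only a fold change over 2 came within 1.5 times, with 556; the other 20 did not. The count was 805 with the loci without a reference gene, again chosen after seeing the values. For upregulated genes, the paper's 279 and 301 here were within 1.5 times. So were 17 of the 21 alternatives set before the data were examined, and 4 were not: 63 with a pseudocount of 1, 111 with a pseudocount of 0.5, 183 with a mean FPKM of at least 1 and 1155 at a fold change over 2.

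The paper's text states that more genes fell than rose, whereas more rose than fell here, 301 against 182. At a fold change over 2, more also rose than fell, 1155 against 556. The labels in Figure 5A give the larger of both groups to upregulated genes, the opposite of the text. With loci without a reference gene included, an alternative chosen after seeing the values, more fell than rose (597 higher and 805 lower), while more rose than fell with limma-voom on recovered reads (387 against 277), chosen after seeing the values too.

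The heat map of Figure 5C shows HDAC1 lower than with scrambled siRNA for both siRNAs, more so for siCyclin K#1. In the deposited values it was higher with both, with log2 fold changes of 1.21 and 1.08. Figure 6B shows c-MYC mRNA lower by quantitative real-time PCR with both siRNAs. In the deposited RNA-seq values its log2 fold change was 0.54 (standard error 1.00, adjusted p = 0.735 from limma), with wide spread within groups.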

Other observations

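Of the tests in this part, those of gene span against expression level and against a single siRNA, and of overlapping genes, were set before their results were seen. The hypothesis on gene span was written before the data were examined. The tests of exon length, single libraries, GC content, library patterns and splits were chosen after the results were seen.

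CTNNB1, which encodes β-catenin, had 23.7 ± 0.915 FPKM (SD, n = 3) with scrambled siRNA, 23.2 ± 0.959 with siCyclin K#1 and 22.7 ± 0.806 with siCyclin K#2, a log2 fold change of -0.05 (adjusted p = 0.543 from limma; exact permutation p = 0.226). CDK12, CDK9 and SETD1A, named in the paper as partners of Cyclin K, were higher with both siRNAs, with log2 fold changes of 1.26, 0.92 and 0.49 (adjusted p = 6.9e-06, 5.1e-05 and 0.001 from limma), each higher in 6 of 6 siCyclin K libraries. CDK13 changed by 0.23 (adjusted p = 0.0736 from limma) and was also higher in 6 of 6 siCyclin K libraries. Its adjusted p from limma ranged from 0.0218 to 0.458 across the alternatives, so this result depends on the fit. ATR was lower, with a log2 fold change of -0.63 (adjusted p = 0.0019 from limma; lower in 6 of 6 libraries). FANCI changed by -0.04 (adjusted p = 0.702). GAPDH, the reference for quantitative PCR in the paper, changed by -0.18 (standard error 0.05, adjusted p = 0.0179 from limma), lower in 6 of 6 libraries. With the replicate number as a block its adjusted p from limma was 0.0624. Across the alternatives it ranged from 0.00015 to 0.302, leaving out quantile normalization, which cannot show a change of this gene.

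MYC was listed at 1.63, 16.7 and 1.76 FPKM in scrambled replicates 1, 2 and 3, at 25.2, 2.78 and 2.48 with siCyclin K#1 and at 2.79, 20.1 and 2.41 with siCyclin K#2, so replicates of a group differed more than the groups did. Of 11243 genes with a mean FPKM of at least 1, 29 had values at least 4-fold apart within 2 or more groups. A mislabelled or mixed library is not seen: the 29 genes were high in 28 different sets of libraries, and the commonest set held 6.9% of them. Sharing reads with an overlapping gene was not more frequent among them, at 51.7% against 60.4% of other genes (one-sided Fisher's exact p = 0.872). What makes these genes swing is not known. Since 28 sets are involved, no 1 library can be dropped to remove it, and no biological explanation was tested.

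Cyclin K partners with CDK12 and CDK13, which act on elongating RNA polymerase II, so it was hypothesised that long genes fall when Cyclin K is lost. The data went against it. Across 10343 genes with a mean FPKM of at least 1, which are not independent replicates, the log2 fold change rose with gene span (Spearman's rho 0.216). The median log2 fold change was -0.13 for genes under 10 kb, 0.06 from 10 to 50 kb, 0.07 from 50 to 100 kb and 0.27 over 100 kb. The relation held within each of the classes of mean expression, which had equal sizes (smallest rho 0.198) and with each siRNA (smallest rho 0.197). Given summed exon length rho was 0.16, and given GC content 0.263. Of the 27 splits that place the same-numbered libraries as the real one does, 1, the real one, gave a relation as large, but the next largest with the same sign reached 0.2152 against 0.2162, and 1 with the opposite sign reached -0.2158. Of all 84 splits 4 gave a relation as large, up to 0.237: the real one, 2 that set 2 scrambled libraries and 1 siCyclin K#1 library apart, and 1 that set 3 siCyclin K libraries apart with the opposite sign. These splits still part scrambled from siCyclin K libraries in some measure, and rho takes no account of the size of the change. For each siCyclin K library against the mean of the scrambled libraries, rho was between 0.17 and 0.212. Why longer genes rose was not tested further.

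shCyclin K#1 and shCyclin K#2 both target nearly the same stretch of CCNK: in transcript CCNK-201 their sites overlap by 17 nucleotides, and shCyclin K#1 has the sequence of siCyclin K#1. The siCyclin D1 sequence as printed in the methods, without its last 2 bases, matched no GENCODE 29 transcript exactly. Its closest site in a CCND1 transcript had 3 mismatches over 19 nucleotides, and its reverse complement had 7. The printed sequence by itself does not show whether Cyclin D1 was depleted, which the paper examined by Western blotting (Figure 7A).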
